# Nuclear RNA-seq of single neurons reveals molecular signatures of activation

**DOI:** 10.1038/ncomms11022

**Published:** 2016-04-19

**Authors:** Benjamin Lacar, Sara B. Linker, Baptiste N. Jaeger, Suguna Krishnaswami, Jerika Barron, Martijn Kelder, Sarah Parylak, Apuã Paquola, Pratap Venepally, Mark Novotny, Carolyn O'Connor, Conor Fitzpatrick, Jennifer Erwin, Jonathan Y. Hsu, David Husband, Michael J. McConnell, Roger Lasken, Fred H. Gage

## Abstract

Single-cell sequencing methods have emerged as powerful tools for identification of heterogeneous cell types within defined brain regions. Application of single-cell techniques to study the transcriptome of activated neurons can offer insight into molecular dynamics associated with differential neuronal responses to a given experience. Through evaluation of common whole-cell and single-nuclei RNA-sequencing (snRNA-seq) methods, here we show that snRNA-seq faithfully recapitulates transcriptional patterns associated with experience-driven induction of activity, including immediate early genes (IEGs) such as *Fos*, *Arc* and *Egr1*. SnRNA-seq of mouse dentate granule cells reveals large-scale changes in the activated neuronal transcriptome after brief novel environment exposure, including induction of MAPK pathway genes. In addition, we observe a continuum of activation states, revealing a pseudotemporal pattern of activation from gene expression alone. In summary, snRNA-seq of activated neurons enables the examination of gene expression beyond IEGs, allowing for novel insights into neuronal activation patterns *in vivo.*

## Abstract (web summary)

The molecular dynamics associated with neuronal activation patterns *in vivo* are unclear. Lacar *et al*. perform single-nuclei RNA-sequencing of hippocampal neurons from mice exposed to a novel environment, and identify large-scale transcriptome changes in individual neurons associated with the experience.

Single-cell RNA-sequencing (RNA-seq) techniques^1^,^2^,^3^,^4^ provide a means to examine the fine-scale differences underlying cell populations that bulk profiling obscures. Due to the high degree of structural and functional heterogeneity that exists between neurons, interest has recently grown to map the landscape of neural cell types^5^,^6^,^7^,^8^,^9^. Single-cell RNA-seq is key for these studies, as it makes possible the sub-classification of cells that otherwise would be indistinguishable based on morphology and anatomical position. For example, the response of individual dentate granule cells (DGCs) to an experience, such as exposure to a novel environment (NE), is highly variable and relatively unpredictable based on current staining approaches^10^. Yet such exposure has a well-documented rapid effect on the neural transcriptome, namely through activation of immediate early genes (IEGs)^11^.

Although understanding the transcriptional response of individual neurons with respect to activity is of compelling interest, it is important to first ensure that the response being measured is evoked by the experience of the animal and not a by-product of the technique. For example, technical procedures that denervate neurons (that is, lesion, transection of dendrites) can elicit IEG expression, mimicking the transcriptional state of an activated neuron^12^. Dendritic loss is also likely to occur during protease dissociation, which is a key component of current single-cell methods. To properly characterize the transcriptome in response to neural activity, these technical issues must be addressed.

Single-nuclei RNA-seq (snRNA-seq) has recently arisen as an alternative to single-cell methods^13^. An advantage of snRNA-seq is a rapid dissociation protocol that does not require either protease digestion or heating, reducing the likelihood of aberrant transcription. Spurious gene expression is also likely to be minimized, since fully mature ribosomes are localized to the cytoplasm^14^. Therefore, even if messenger RNAs (mRNAs) of transcription factors were expressed following dissociation, they would not be translated due to a lack of ribosomes, precluding transcription of their downstream targets. Nuclei preparations also allow for a focused snapshot of the nuclear transcriptome, enabling the identification of nascent, neuronal activity-associated mRNA.

Early activity-induced transcriptional changes have been well characterized within the mammalian brain. Specifically, IEGs including *Fos*^15^,^16^, *Arc*^17^,^18^ and *Egr1* (ref. 19) are rapidly induced after exposure to an activity-inducing experience. Despite this understanding of immediate events, much remains unknown with respect to the heterogeneity of gene expression that is both upstream and downstream of these IEGs.

We characterized the transcriptome from individual activated dentate granule neurons using snRNA-seq. The dentate gyrus (DG), a subregion of the hippocampus, was studied due to its importance in learning and memory^20^,^21^,^22^,^23^ and its unusually sparse activity. Sparsity in the DG is observed both at the level of electrical activity^24^ and through minimal induction of IEG expression^10^. Upon treatment with seizure-inducing drugs such as pentylenetetrazole (PTZ), a majority of DGCs become activated^25^, providing a stark contrast with the normally sparse IEG levels. This ability to investigate DGCs across a dynamic range of activation makes the DG an optimal system to examine the transcriptional response evoked by neural activity.

Our findings demonstrated that IEG expression was consistent with the behavioural experience of the mouse when single nuclei were dissociated from neurons. In addition, we found that large-scale changes in the transcriptional response, revealing a previously unappreciated heterogeneity of activated neurons.

## Results

### PTZ-independent IEG expression in dissociated whole-cell DGCs

To determine whether the common whole-cell dissociation method using papain was suitable for studying activity-induced expression, whole DGCs were dissociated and examined by single-cell RNA-seq. DGCs are marked by PROX1, a transcription factor found almost exclusively in DGCs of the adult brain^26^. The mice used in this experiment expressed cytoplasmic green fluorescent protein linked to the *Prox1* promoter^27^, which enabled sorting for DGCs without permeabilizing the cell.

As a basis for examining activity, we elicited large-scale neuronal activation with PTZ, a GABA(A) receptor antagonist that induces seizures coupled with IEG expression in DGCs^28^ (Fig. 1a). Mice were either treated with PTZ (*n*=2) or received an injection with saline as a control (*n*=2). One hour after injection, the mice were killed and the hippocampus was dissected. Hippocampi from within groups were pooled for downstream processing. Whole cells were dissociated using papain and subsequently sorted on green fluorescent protein using fluorescence-activated cell sorting (FACS). 

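Each whole cell was deposited as a library of paired-end reads that the authors trimmed and aligned with RSEM to the GRCm38 genome and the Ensembl gene annotation. The deposited tables give 2 values per gene symbol and cell. The expected count is RSEM's estimate of the number of reads from a gene, without normalization, and the TPM is the same estimate scaled within the cell. The tables hold 47 cells from saline-treated mice and 35 cells from PTZ-treated mice, fewer PTZ-treated cells than the paper amplified. The labels place the cells of each treatment on a plate of their own, 1 plate per treatment, so that plate and treatment cannot be told apart. Cells were compared if their total count was over 50000 and if they had more genes with a TPM above 1 than the mean minus 2 SD of all cells in the table, which are 2 of the criteria in the paper's methods. The criterion on ERCC spike-ins was not applied, because the tables hold no spike-ins. The criterion on genes could remove no cell, because the mean minus 2 SD was negative (-5.39 genes). The total count was too low in 9 saline-treated cells and 5 PTZ-treated cells, which left 38 and 30. Total counts ranged from 401331 to 2696040 (median 975934) in the saline-treated cells and from 67212 to 5129240 (median 1090750) in the PTZ-treated cells. Genes were tested with edgeR's quasi-likelihood test on the expected counts, rounded to whole numbers and scaled by the TMM method. Adjusted p values are Benjamini-Hochberg values, and the standard error (SE) of a log2 fold change was derived from the F statistic of that test. On counts simulated from these cells, the quasi-likelihood test called 599 of 13878 unchanged genes (4.32%), so that its calls hold more unchanged genes than the adjusted p states. limma on simulated log2(CPM + 1) called none of them, and its adjusted p on log2(TPM + 1) is therefore given beside that of edgeR. Shares of cells are given with 95% Wilson intervals, which cover counting error only. All cells of a treatment came from 1 pool of 2 mice, so each test compares these cells and not mice.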

RNA from 47 individual saline-treated cells and 43 PTZ-treated cells was then amplified for RNA-seq using the Smart-seq2 protocol^2^.

RNA-seq profiles from 38 saline- and 34 PTZ-treated cells passed quality control (QC) (Supplementary Figs 1a-c). An average of 6,272 (+/−1,012) and 6,780 (+/−2,764) genes was detected (detection >1 transcripts per million, TPM) in saline- and PTZ-treated neurons, respectively. 

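In the cells analysed here, a TPM above 1 was found for 6192 ± 2202 (SD, n = 30) genes per PTZ-treated cell and 6272 ± 1013 (SD, n = 38) genes per saline-treated cell. The difference in means, -79.9 genes, was smaller than the spread between cells of either treatment (two-sided permutation test with 100000 resamples, p = 0.846). Leaving out each cell in turn moved the difference between -288 and 19.3 genes. With all 35 and 47 cells of the tables the PTZ-treated cells had the higher mean, by 222 genes (two-sided permutation test, p = 0.709).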

The proportion of cells with detectable gene expression of the neuronal marker *Rbfox3* (NEUN) and DGC marker *Prox1* was similar between groups (*Rbfox3*: control=87%, PTZ=94%; *P*=0.52; *Prox1*: control=100%, PTZ=100%; Fig. 1b).

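*Rbfox3*, on chromosome 11 of GRCm38 from 118489762 to 118911597, was detected in 27 of 30 PTZ-treated cells (90.0%, interval 74.4 to 96.5%) and in 33 of 38 saline-treated cells (86.8%, interval 72.7 to 94.2%). These shares did not differ by Fisher's exact test (two-sided, p = 1). *Prox1*, on chromosome 1 from 190118035 to 190170714, was detected in every cell of both treatments, which places the share of detecting cells above 88.6% in PTZ-treated and above 90.8% in saline-treated cells. Detection at a rounded count of at least 5 in place of a TPM above 1 moved the difference in *Rbfox3* from 3.16 to -0.175 percentage points. In edgeR's quasi-likelihood test the log2 fold change of PTZ over saline was 0.54 (SE 0.49, adjusted p = 0.930) for *Rbfox3*. For *Prox1* it was 0.02 (SE 0.30) with an adjusted p of 1.00 from edgeR.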

We expected to observe roughly 2% of DGCs activated in the saline-treated whole cells^10^,^18^ and large-scale IEG activation in DGCs of mice injected with PTZ^28^. While it was expected that whole-cell dissociation could moderately increase IEG expression, we were surprised that RNA of the IEGs *Fos*, *Egr1* and *Arc* were detected in an equivalently large proportion and at similar overall expression levels within both control and PTZ-treated neurons: *Fos* (control=79%, PTZ=94%; *P*=0.13), *Egr1* (control=79%, PTZ=68%, *P*=0.41), and *Arc* (control=45%, PTZ=44%; *P*=1; Fig. 1b). This finding indicated that, in these DGCs, IEG mRNA expression was present independent of PTZ treatment.

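*Fos*, on chromosome 12 of GRCm38 from 85473890 to 85477273, had a TPM above 1 in 26 of 30 PTZ-treated cells (86.7%, interval 70.3 to 94.7%) and 30 of 38 saline-treated cells (78.9%, interval 63.7 to 88.9%). Fisher's exact test gave p = 0.528 (two-sided). *Egr1*, on chromosome 18 from 34859823 to 34864984, was detected in 18 PTZ-treated cells (60.0%, interval 42.3 to 75.4%) and, like *Fos*, in 30 saline-treated cells (two-sided Fisher's exact test, p = 0.112, or 0.559 after adjustment over the 5 genes examined). *Arc*, on chromosome 15 from 74669083 to 74672570, was detected in 14 PTZ-treated cells (46.7%, interval 30.2 to 63.9%) and 17 saline-treated cells (44.7%, interval 30.1 to 60.3%), with p = 1 in the two-sided Fisher's exact test. For *Arc* the sign of the difference depended on the limit of detection, since at a TPM above 5 its share was 8.77 percentage points lower in the PTZ-treated cells (a difference of -8.77).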

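The level of *Fos*, as mean log2(TPM + 1), was 6.37 ± 5.02 (SD, n = 30) in PTZ-treated cells and 6.83 ± 5.57 (SD, n = 38) in saline-treated cells (two-sided permutation test, p = 0.726). *Egr1* was at 4.34 ± 4.30 and 6.45 ± 4.43, a lower mean in PTZ-treated cells that did not pass the threshold (two-sided permutation test, p = 0.0528, or 0.158 after adjustment over the 3 genes). *Arc* was at 2.80 ± 3.95 and 3.79 ± 4.59 (two-sided permutation test, p = 0.344, adjusted p = 0.516). Each SD was larger than the difference between the treatments. With all cells of the tables the difference in *Fos* changed sign, to 0.59 (two-sided permutation test, p = 0.624). edgeR's quasi-likelihood test gave log2 fold changes of -0.27 (SE 0.86, adjusted p = 1.00) for *Fos*, -0.72 (SE 0.83, adjusted p = 0.992) for *Egr1* and -0.45 (SE 1.00, adjusted p = 1.00) for *Arc*. With the mean level of the 3 IEGs as a covariate, a measure that contains *Fos* itself, the fold change of *Fos* was positive, at 2.09 (edgeR adjusted p = 0.0101; over the 12 alternatives adjusted p values ran from that value to 1.00). From the similar shares and levels in both treatments, the paper concludes that IEG mRNA was present in these DGCs whether or not the mice had received PTZ (Fig. 1b).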

To determine whether IEG activity observed at the RNA level was also present at the protein level, FOS protein levels were examined in a replicate experiment. The control mouse in this experiment was untreated and remained in the home cage (HC) to exclude the possibility that saline-injection-induced activity before whole-cell preparation. One hour after PTZ injection, the PTZ-treated and HC mice were killed, the hippocampi were dissected, and cells were dissociated with papain. Cells were immunostained for intranuclear PROX1 and FOS and were analysed by FACS. Similar to the observation via RNA-seq, 51% of HC DGCs and 75% of DGCs from PTZ-treated mice were FOS+ at the protein level (Fig. 1c). Therefore, both RNA and protein expression of IEGs were observed independently of the experience of the animal after whole-cell dissociation.

### PTZ induces a transcriptome that is distinct from controls

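*Arc*, *Fos* and *Egr1* all had a TPM above 1 in 10 of the 30 PTZ-treated cells (33.3%, interval 19.2 to 51.2%) and in 16 of the 38 saline-treated cells (42.1%, interval 27.9 to 57.8%). These shares did not differ by Fisher's exact test (two-sided, p = 0.616). None of the 3 genes was detected in 2 PTZ-treated and 5 saline-treated cells. With the cells below the criteria included, the 3 genes were detected together in 11 of 35 and 17 of 47 cells (two-sided Fisher's exact test, p = 0.814). The deposited labels do not say which cells the paper counts as activated.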

Activity, as evidenced by *Arc*, *Fos* and *Egr1* expression, was evoked in a subset of both the saline- (15 of 38 cells) and PTZ-treated (11 of 34 cells) animals (Supplementary Fig. 1g). However, we asked whether other gene expression differences persisted that could be attributed to treatment. We examined the differences in gene expression between neurons that had been activated by PTZ in comparison with activation after saline treatment and identified 243 differentially expressed genes (DEGs) after false discovery rate (FDR) correction. 

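Because the activated cells are not named, all 30 PTZ-treated and 38 saline-treated cells passing the criteria were compared. The test covered the 14492 genes with a rounded count above 0 in at least 5 cells, and edgeR's quasi-likelihood test gave 581 genes with an adjusted p under 0.05 and 1624 with an unadjusted p under 0.05. As many genes or more were called in 28 of 100 splits of the same cells into groups of these sizes, the real split included. The 99 random splits gave between 467 and 742 genes, with a median of 542. The count of 581 is therefore within the range that random groups of these cells give. Among the alternatives the count ranged from 9 genes with edgeR's own filter on low counts to 2971 genes with no filter. limma on log2(TPM + 1) called 24 genes, 17 of them also called by the quasi-likelihood test, where the random splits gave at most 3. edgeR's exact test called 44 genes, against at most 20 in the random splits.

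**Figure D1:**
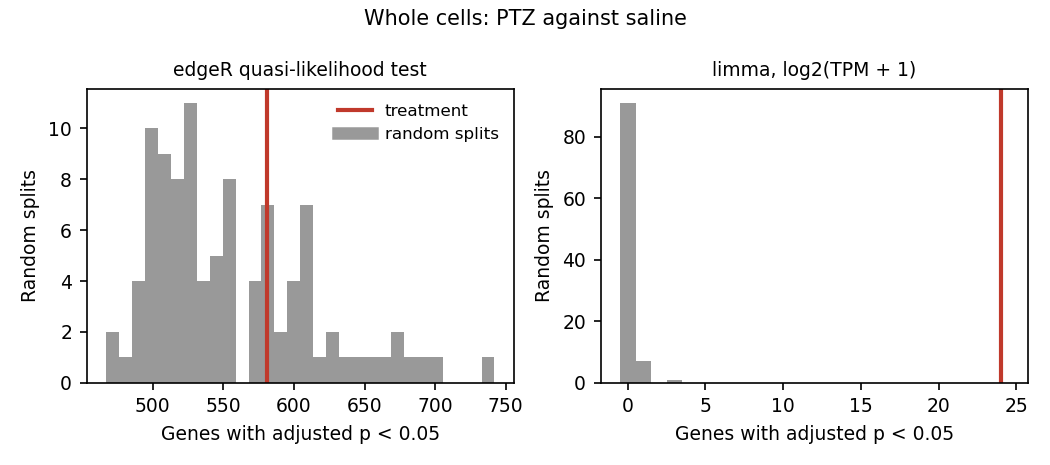
Number of random splits of the whole cells (vertical axis) by the number of genes with an adjusted p under 0.05 (horizontal axis), for edgeR's quasi-likelihood test and for limma; grey bars are 99 random splits into groups of 30 and 38 cells and the red line is the comparison of PTZ with saline. The red line stands at 581 genes within the grey bars for the quasi-likelihood test and at 24 genes, above the highest random split, for limma.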

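Of the 581 genes, 364 were higher in PTZ-treated cells (62.7%) and 217 were lower. With limma 11 of 24 genes were higher (45.8%), and with DESeq2 47 of 82 (57.3%). For 217 of the 364 genes called higher (59.6%), a single PTZ-treated cell held over 50% of the counts of all PTZ-treated cells. Among the genes higher in PTZ-treated cells, the smallest p values belonged to the processed pseudogenes *Gm12892* and *Gm12191* and to *Serpina3m*, *Fam163a* and *Gatad2a*. *Gm12892*, on chromosome 4 of GRCm38 from 122008193 to 122009338, was detected in 23 PTZ-treated and 2 saline-treated cells and was at least 1.78-fold higher (adjusted p = 3.47e-10 from edgeR and 1.40e-08 from limma). *Gm12191*, on chromosome 11 from 49678710 to 49679057, was at least 21.1-fold higher (adjusted p = 1.61e-09 from edgeR and 2.53e-10 from limma), and 96.9% of its 31-base sequences also occur in *Rpl30-ps9*. *Serpina3m*, on chromosome 12 from 104338486 to 104394257, was detected in 19 PTZ-treated cells and in 0 saline-treated cells (adjusted p = 2.98e-08 from edgeR and 4.55e-06 from limma), at counts too low to give a bound on its fold change. *Fam163a*, on chromosome 1 from 156075966 to 156205026, was detected in 5 PTZ-treated cells and lost its call with limma (adjusted p = 7.55e-08 from edgeR and 0.500 from limma). *Gatad2a*, on chromosome 8 from 69907076 to 69996384, was detected in 9 PTZ-treated cells and also lost its call with limma (adjusted p = 1.93e-07 from edgeR and 0.112 from limma). Lower in PTZ-treated cells were the processed pseudogenes *Gm15772*, *Pcna-ps2* and *Gm7658*, and *Gm8797* and *Oxsm*. *Gm15772*, on chromosome 5 from 3236431 to 3236868, was detected in 4 PTZ-treated and 36 saline-treated cells and was at least 11.9-fold lower (adjusted p = 1.15e-10 from edgeR and 4.20e-21 from limma). It shares 84.8% of its 31-base sequences with *Rpl26*, which did not differ (limma log2 difference 0.07, adjusted p = 0.987). The share of sequence in common was 75.2% between *Pcna-ps2* and *Pcna*, 61.5% between *Gm7658* and *Eif3m*, and 93.0% between *Gm8797* and *Gm1821*, so the division of reads between these genes is uncertain. *Oxsm*, on chromosome 14 from 16238652 to 16249808, was detected in 6 saline-treated cells and 0 PTZ-treated cells and was called by edgeR's quasi-likelihood test (adjusted p = 6.93e-06) and not by limma (adjusted p = 0.553).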

Most DEGs were higher in the PTZ-treated group (242 genes), indicating that the neurons activated by PTZ developed a distinct transcriptional profile compared with neurons that were activated independently of treatment (Fig. 1d). Among these DEGs, there was only one previously identified downstream target of c-Fos^29^, *Dap* (1 of 54 genes; hypergeometric *P*=0.36) signifying that common c-Fos activation was not the main factor separating PTZ from saline activation. 

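*Dap*, on chromosome 15 of GRCm38 from 31224314 to 31274341, was detected in 7 of the 30 PTZ-treated cells and 5 of the 38 saline-treated cells. Its log2 fold change over all cells passing the criteria was -0.07 (SE 1.06), with an adjusted p of 1.00 from edgeR and 0.952 from limma. The difference in mean log2(TPM + 1) had the other sign, at 0.21. None of the alternatives called *Dap*.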

The genes that were increased after PTZ treatment were significantly enriched in functional pathways such as neuroactive ligand–receptor interaction and calcium signalling (Fig. 1e). These genes included *Chrna7*, a nicotinic acetylcholine receptor that has been previously associated with idiopathic generalized epilepsy^30^,^31^ in humans. These results showed that the neuronal response associated with PTZ treatment induced a unique transcriptional profile that extended beyond the canonical induction of IEGs.

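*Chrna7*, on chromosome 7 of GRCm38 from 63098692 to 63212569, was detected in 9 of the 30 PTZ-treated cells and 5 of the 38 saline-treated cells. Over all cells passing the criteria its log2 fold change was -0.46 (SE 1.03), with an adjusted p of 1.00 from edgeR's quasi-likelihood test. The sign depended on the test: the difference in mean log2(TPM + 1) was 0.46, with an adjusted p of 0.841 from limma. Over the 11 alternatives that gave a value, its log2 fold change ran from -0.76 to 0.60 and its adjusted p from 0.841 to 1.00. The subset of activated cells that the paper compared is not named in the labels, so its values for *Chrna7* were not analysed here.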

### Immunostaining of nuclei identifies activated DGCs

We next sought to identify a method of single-cell preparation that did not induce IEG expression. An alternative method of dissociating cells that is protease- and heat-free is Dounce homogenization, which is used when isolating individual nuclei from tissue^13^. To determine whether the Dounce method also induced IEG expression, we developed a protocol for nuclei isolation and staining that identified activated DGCs.

Nuclei were isolated following a modified version of the previously published procedure^13^,^32^; gradient centrifugation was omitted and an antibody staining protocol was included (Supplementary Fig. 2a). Using flow cytometry, DGC nuclei were identified by size/structure discrimination and Hoechst+ staining (Fig. 2a). An antibody to NEUN was used to label all neurons and PROX1 was used to identify DGCs (NEUN+PROX1+). Staining in the hippocampus was compared with that in nuclei from the cortex, which lacks PROX1 in adult mice (Fig. 2a). The majority of nuclei were PROX1− in both cortex and the hippocampus. In both tissues, a NEUN^-^PROX1^low^ population could be observed. This population also stained positive for the oligodendrocyte marker OLIG2 and was not considered for further analysis. The NEUN+PROX1+ population made up only background levels in the cortex (1.8%) and was observed in 20.6% of the hippocampal nuclei (Fig. 2a). This hippocampal population of NEUN+PROX1+ nuclei was used for downstream analysis.

C-fos binds to Jun-B as part of the AP-1 transcription factor complex that is localized to the nucleus on stimulation^33^, making the staining approach compatible with nuclei dissociation. Since FOS protein was detected in dissociated whole cells independent of PTZ treatment, we first examined the levels of FOS after single-nuclei dissociation from HC and PTZ-treated mice. Importantly, only 0.8% of nuclei from the HC mice had detectable levels of FOS, whereas 91.2% of nuclei from the PTZ-treated mice were FOS+ (Fig. 2b). These results were similar to expectations based on immunostaining of tissue slices.

Next it was important to examine the ability of this nuclei staining approach to detect FOS protein at levels equivalent to those induced by behaviour. Mice exposed to a NE exhibit elevated FOS in DGCs, although with a much smaller proportion of cells compared with PTZ-treated mice^10^ (Fig. 2c). Mice were exposed to NE for 15 min, returned to the HC, and then killed after 0.5, 1, 1.5, 2 or 4 h. To identify the rare population of activated DGCs, nuclei were co-immunostained with PROX1 and FOS. Analysis of FOS by FACS detected similar dynamics as previously reported using immunohistochemistry^15^,^16^(Fig. 2c), with maximum FOS at 1 h after returning to HC (Fig. 2d,e). This finding indicated that the nuclei staining approach was capable of discriminating behaviourally relevant levels of FOS protein.

### Synthetic pool of single nuclei reflect bulk DG

To determine the reliability of single-nuclei signatures, we evaluated how synthetically pooling single-nuclei samples compared with bulk DG. 

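The HC nuclei were captured on the Fluidigm C1, a microfluidic system, and sequenced with paired-end reads. The authors aligned the reads with RSEM and deposited the expected count and the TPM of 42774 gene symbols in each of 23 nuclei. Total counts ranged from 107647 to 278779 per nucleus, with a median of 165926. All 23 nuclei were used, since the paper states that they had passed its criteria. With the limits on total count and genes applied to this table, 1 nucleus fell below the limit on genes, and the values without it were an alternative chosen after both had been seen. The nuclei come from 1 mouse and another platform than the NE nuclei, and stand in a table of their own, so they were not tested against them.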

DGC nuclei were identified by co-immunostaining for the transcription factors NEUN and PROX1 and gene expression was analysed for 23 NEUN+PROX1+ nuclei dissociated from HC dentate gyrus that passed QC (Supplementary Figs 2b,c). Since RNA isolated from the nucleus represents a portion of the total RNA within a cell, we first examined expression in DGC nuclei with respect to overall gene complexity and overlap with bulk DG nuclei derived from 500 sorted DG nuclei.

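At a TPM above 0, 3277 ± 379 (SD, n = 23) genes were detected per HC nucleus. For pools of 10 nuclei, drawn 25 times without repetition, 10298 ± 172 genes (SD over the 25 pools) were detected in at least 1 nucleus of the pool. All 23 nuclei together gave 13153 genes, or 13112 with a TPM above 1 in place of 0. The number of genes still rose at the largest pools, from 13003 as the mean of pools of 22 nuclei. Bulk dentate gyrus nuclei have no table among the deposited files, so the overlap with bulk tissue was not analysed here.

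**Figure D2:**
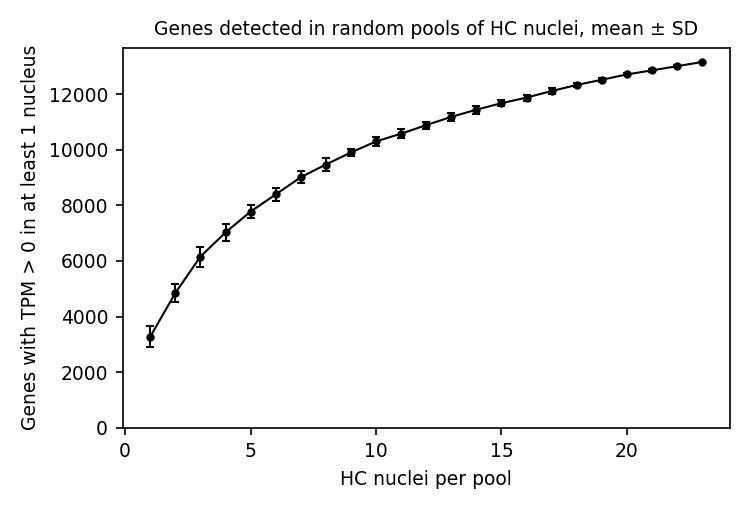
Mean number of genes detected (vertical axis) by the number of HC nuclei in a pool (horizontal axis), with bars of 1 SD over up to 25 random pools per size. The mean rises from 3277 genes for single nuclei to 13153 genes for the pool of all 23 nuclei.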

To determine the overlap of expression between single DGC nuclei and bulk DG, individual NEUN+PROX1+ nuclei were ‘synthetically' pooled with increasing numbers of nuclei per pool. The overlap of genes detected in the synthetic pool and bulk tissue was calculated across multiple sampling events. Pooling all 23 nuclei resulted in a maximum of 72% overlap of genes (Fisher's exact test *P*<2.2e−16) with a TPM>1, with a correlation between single and bulk of 0.58 (Pearson's *P*<2.2e−16) (Supplementary Figs 2e,f). This overlap was similar to previous observations from whole lymphoblastoid cells^34^.

### SnRNA-seq detects IEGs concordant to behavioural experience

We next sought to determine whether IEG RNA expression was detectable within single nuclei with high sensitivity using exposure to NE to activate DGCs. For context exposure, mice remained in the HC or were placed into NE for 15 min. NE mice were returned to the HC for 1 h before both HC and NE groups were killed; brains were collected for nuclei dissociation and immunostained for PROX1 and FOS. FACS analysis identified a small population of neurons (∼1%) that had substantially higher FOS protein levels than the HC controls (Fig. 2d).

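The NE nuclei came from 1 mouse and were sequenced with single-end reads. The authors deposited RSEM expected counts and TPM values for 42802 gene symbols in 48 PROX1+FOS+ and 48 PROX1+FOS− nuclei, sorted by immunostaining. Nuclei were kept by the limits on total count and genes that served for the whole cells, computed on this table, which left 40 FOS+ and 41 FOS− nuclei. Total counts ranged from 80096 to 1035170 (median 269061) in the FOS+ nuclei and from 63775 to 1060520 (median 214421) in the FOS− nuclei. The nuclei were spread over 4 amplification conditions, given by a template-switch oligonucleotide (TSO) at 1 or 10 μM and an ERCC dilution of 1:200 or 1:2000. Within each condition between 8 and 11 nuclei of each sort group passed. The well names in the labels place FOS+ and FOS− nuclei in separate plate columns, so plate position and sort group cannot be told apart. Because the labels do not name the nuclei that the paper calls pseudo-FOS+, these stayed among the FOS+ nuclei. The edgeR test and its filter on genes were those used for the whole cells. On counts simulated from these nuclei, the quasi-likelihood test called 1168 of 15705 unchanged genes (7.44%), edgeR's exact test 13 and limma none. The nuclei of a single mouse were the replicates, so the tests speak of the nuclei of this preparation.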

Nuclei from NE DGCs were directly sorted into a 384-well plate and amplified using the Smart-seq2 protocol^35^. Gene expression was analysed for 36 PROX1+FOS+ and 43 PROX1+FOS− nuclei that passed QC (Supplementary Fig. 3a–c). Gene detection between NE nuclei groups was highly similar, with an average of 6,390 (±1,200) and 6281 (±1,548) genes detected in FOS+ and FOS− nuclei, respectively (Supplementary Fig. 3c).

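In the nuclei kept here, 6185 ± 1398 (SD, n = 40) genes had a TPM above 1 per FOS+ nucleus and 6281 ± 1539 (SD, n = 41) per FOS− nucleus. The difference of -96.2 genes was smaller than the spread between nuclei (two-sided permutation test, p = 0.771). Within the 4 amplification conditions the difference was 985 genes at 1 μM TSO and 1:200 ERCC, -737 at 1 μM and 1:2000, 353 at 10 μM and 1:200, and -1045 at 10 μM and 1:2000. FOS+ nuclei thus had more genes in 2 of the 4 conditions. A FOS+ nucleus at 10 μM and 1:2000 had 1373 genes, and without it the difference over all nuclei was 27.2 genes (two-sided permutation test, p = 0.931) and that in its condition -490. Without a FOS+ nucleus with 9016 genes, the difference at 1 μM and 1:200 was 614. At 1 μM and 1:2000 it was -428 without a FOS+ nucleus with 3360 genes. At 10 μM and 1:200 it was 623 without a FOS− nucleus with 8476 genes. The sign within each condition held when any of its nuclei was left out.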

Although overall detection efficiencies were slightly lower in nuclei from HC, both HC and NE nuclei exhibited expression of the neural marker *Rbfox3* and DGC marker *Prox1*. *Rbfox3* was detected in 43% of the HC DGC nuclei and *Prox1* in 52% (Fig. 3a—top). 

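In the HC nuclei analysed here, *Rbfox3* had a TPM above 1 in 11 of 23 nuclei (47.8%, 95% Wilson interval 29.2 to 67.0%) and *Prox1* in 14 of 23 (60.9%, interval 40.8 to 77.8%). The HC nuclei had 3237 ± 371 (SD, n = 23) genes with a TPM above 1. These shares stand in a table apart from the NE nuclei and were not tested against them.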

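Among the NE nuclei, *Rbfox3* had a TPM above 1 in 30 of 40 FOS+ nuclei (75.0%, interval 59.8 to 85.8%) and 31 of 41 FOS− nuclei (75.6%, interval 60.7 to 86.2%). *Prox1* was detected in 33 FOS+ nuclei (82.5%, interval 68.0 to 91.3%) and 34 FOS− nuclei (82.9%, interval 68.7 to 91.5%). Two-sided Fisher's exact tests gave p = 1 for both genes. Within the amplification conditions the share was higher in FOS+ nuclei in 2 of 4 for *Rbfox3* and in 1 of 4 for *Prox1*. By edgeR's quasi-likelihood test the log2 fold change of FOS+ over FOS− was -0.34 (SE 0.61, adjusted p = 0.792) for *Rbfox3* and 0.18 (SE 0.55, adjusted p = 0.893) for *Prox1*.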

Importantly, the expression of *Rbfox3* and *Prox1* were independent of FOS staining in nuclei from the NE condition (*Rbfox3:* FOS−: 74%, FOS+: 75%; *P*=1) (*Prox1*: FOS−: 84%, FOS+: 86%; *P*=0.94) (Fig. 3a-bottom). Based on immunostaining, we expected to observe only low levels of IEG expression in both HC and NE FOS− nuclei. Indeed, in nuclei from the HC mouse, *Fos*, *Arc* and *Egr1* were not detected (detection=1 TPM; Fig. 3a—top). 

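*Fos* had 0 counts in all 23 HC nuclei, which allows a share of up to 14.3% of nuclei by the 95% Wilson interval. *Egr1* had a TPM of 4.35 in 1 nucleus and *Arc* a TPM of 3.87 in 1 nucleus, each from a single count, so that each was detected in 1 of 23 nuclei (4.35%, 95% Wilson interval 0.772 to 21.0%). At a TPM above 5, or at a rounded count of at least 5, neither was detected in any of the 23 nuclei.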

To confirm the low IEG expression in HC nuclei, we ran a separate experiment using single-cell/nuclei quantitative PCR (qPCR) as an assay. All single nuclei (*n*=39) and whole cells (*n*=13) examined expressed equivalent levels of *Rbfox3* and *Prox1*. However, 100% of whole-cells expressed *Fos* in comparison with only 2% of the single nuclei (Supplementary Fig. 2g).

FOS− nuclei from the NE mouse also exhibited relatively low levels of IEG expression, as expected based on immunostaining (Fig. 3a—bottom). Conversely, FOS+ nuclei from the NE mouse exhibited significantly higher levels of the IEGs *Fos*, *Egr1, and Arc* (*Fos*: FOS−=7%, FOS+=31%; *P*<0.02; *Egr1*: FOS−=12%, FOS+=31%; *P*=0.09; *Arc*: FOS−=2%, FOS+=81%; *P*<1.9e−11) (Fig. 3a—bottom). 

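At a TPM above 1, *Fos* was detected in 3 of 41 FOS− nuclei (7.32%, interval 2.52 to 19.4%), *Egr1* in 5 (12.2%, interval 5.32 to 25.5%) and *Arc* in 1 (2.44%, interval 0.432 to 12.6%). The highest rounded count of a FOS− nucleus was 1 for *Fos*, 28 for *Egr1* and 2 for *Arc*.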

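Among the 40 FOS+ nuclei *Fos* was detected in 12 (30.0%, interval 18.1 to 45.4%), a higher share than in FOS− nuclei (two-sided Fisher's exact test, p = 0.0105, or 0.0193 after adjustment over the 11 genes examined). With all 96 nuclei of the table that difference no longer passed the threshold (16.7 percentage points, adjusted p = 0.0968 from Fisher's exact test). *Egr1* was detected in 13 FOS+ nuclei (32.5%, interval 20.1 to 48.0%), which did not pass the threshold after adjustment (two-sided Fisher's exact test, p = 0.0346, adjusted p = 0.0543). It did pass at a TPM above 0 and at a count of at least 5. *Arc* was detected in 31 FOS+ nuclei (77.5%, interval 62.5 to 87.7%; two-sided Fisher's exact test, adjusted p = 3.53e-12). The share was higher in FOS+ nuclei in 4 of 4 amplification conditions for *Fos* and *Arc* and in 3 of 4 for *Egr1*. By expression level, edgeR's quasi-likelihood test called *Fos*, at least 25.0-fold higher in FOS+ nuclei (adjusted p = 4.52e-10), and *Egr1*, with a log2 fold change of 4.88 (SE 0.98, adjusted p = 7.89e-05). limma called neither *Fos* (adjusted p = 0.0549) nor *Egr1* (adjusted p = 0.136).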

Other IEGs, including *Homer1*, *Junb*, *Fosb*, *Egr2*, *Egr3* and *Egr4*, also consistently showed higher expression in FOS+ nuclei (Fig. 3b), indicating that IEG expression was detectable in single nuclei after experience-induced activation. 

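*Homer1* was detected in 37 of 40 FOS+ nuclei and 22 of 41 FOS− nuclei (two-sided Fisher's exact test, adjusted p = 4.10e-04). *Fosb* was detected in 19 and 2 nuclei (adjusted p = 5.02e-05 in the same Fisher's exact test). *Junb*, in 18 and 5 nuclei, and *Egr4*, in 13 and 2, had equal adjusted p values in Fisher's exact test (0.00333). *Egr2*, in 6 and 2 nuclei, and *Egr3*, in 6 and 1, did not pass the threshold (adjusted p = 0.189 and 0.0785 in Fisher's exact test). Without the nuclei at 1 μM TSO and 1:2000 ERCC, *Junb* and *Egr4* did not pass it either (adjusted p = 0.0603 and 0.0953 in Fisher's exact test). By level, *Homer1*, on chromosome 13 of GRCm38 from 93299635 to 93405129, had a log2 fold change of 4.05 (SE 0.75, adjusted p = 1.99e-05 from edgeR and 1.88e-05 from limma). *Fosb* was at least 13.3-fold and *Egr4* at least 10.1-fold higher (edgeR adjusted p = 3.19e-11 and 4.52e-10). *Junb* had a log2 fold change of 4.89 (SE 0.96, edgeR adjusted p = 5.26e-05). limma called *Fosb*, *Junb* and *Egr4* (adjusted p = 3.10e-04, 0.0129 and 0.0135). *Egr2*, with a log2 fold change of 5.23 (SE 0.95), and *Egr3*, for which no bound above 1 on its fold change could be given, were called by edgeR's quasi-likelihood test (adjusted p = 1.24e-05 and 5.62e-08) and not by limma (adjusted p = 0.400 and 0.272). From the higher expression in FOS+ nuclei, the paper concludes that IEG expression after an experience can be detected in single nuclei.

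**Figure D3:**
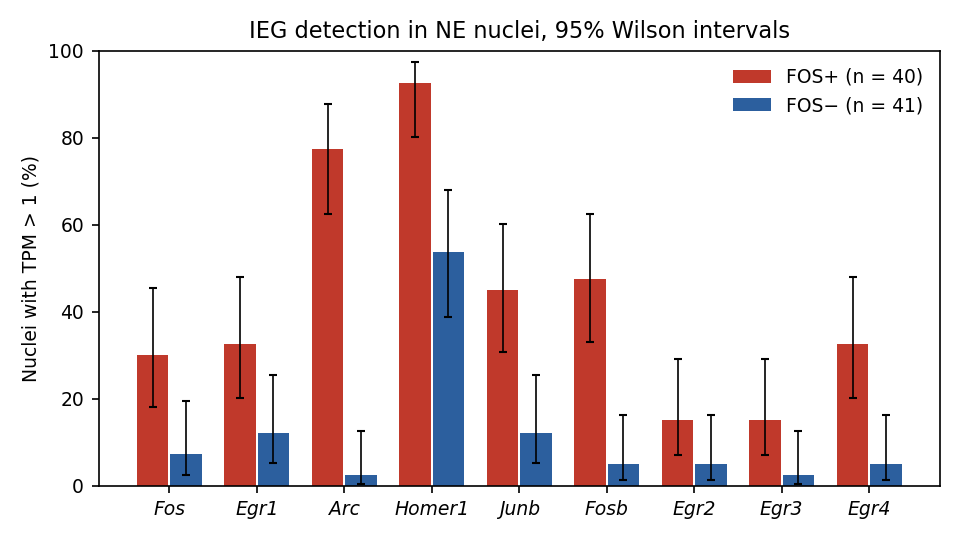
Percent of nuclei with a TPM above 1 (vertical axis) for 9 IEGs, in 40 FOS+ nuclei and 41 FOS− nuclei, with 95% Wilson intervals as error bars. For *Arc* the bars stand at 77.5% and 2.44%, and for *Fos*, *Egr1*, *Egr2* and *Egr3* the intervals of the sort groups overlap.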

Taken together, these results indicated that single-nuclei preparations were capable of distinguishing changes in IEG expression due to experience without eliciting additional activity-related gene expression from the preparation method.

### Large-scale transcriptional response to activity in DGCs

With IEGs expressed preferentially in the FOS+ nuclei of the NE condition, we next sought to examine the transcriptional profile of Fos-activated DGCs in further detail. Principal components analysis split the samples into two distinct groups that were associated with Fos staining (F-test PC1: *P*<0.05; F-test PC2: *P*<2.5e−14; Fig. 3c). 

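The components were computed on log2(TPM + 1) of 16387 genes with a TPM above 1 in at least 5 nuclei, each scaled to unit variance, over 81 nuclei. PC1 held 4.75% of the variance and PC2 2.77%. The difference between the sort groups made up 5.48% of the variance along PC1 (permutation test on the share, p = 0.0363) and 40.4% of that along PC2 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). PC1 followed the number of genes detected, which explained 83.7% of its variance, and the 4 amplification conditions held 37.9% of PC1 (permutation test, p = 1e-05, again the smallest possible). With genes centred and not scaled, the sort groups no longer passed the threshold on PC1 (4.68%, permutation test, p = 0.0538). With the means of the amplification conditions removed first they held 13.7% of PC1 (permutation test, p = 3.8e-04). Within the amplification conditions, the sort groups held between 36.8% and 85.4% of the variance of PC2, with p between 3e-05 and 0.00804 in permutation tests of the 4 conditions. On PC1 they held between 1.58% and 35.0%.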

Interestingly, there were nine nuclei that had high FOS protein expression but clustered with FOS− nuclei based on gene expression. These nuclei will hereafter be referred to as pseudo-FOS+ nuclei. Similar to FOS− nuclei, these pseudo-FOS+ nuclei showed low expression of *Arc*, *Fos* and *Egr1* RNA (Supplementary Fig. 3e). Importantly, classification as pseudo-FOS+ was not associated with sample read depth (F-test *P*=0.24), indicating that low read-depth was not a likely cause of the observed differences in expression. Since these nuclei represented a population that was distinct from both FOS+ and FOS− nuclei, pseudo-FOS+ nuclei were filtered out from the first analysis aimed at determining bulk differences between FOS+ and FOS− cells. The remaining nuclei were examined as biological replicates. Differential expression analysis revealed a total of 3,035 DEGs after FDR (Fig. 3d, Supplementary Data 1), indicating a large-scale transcriptional shift due to exposure to NE. 

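The comparison of 40 FOS+ with 41 FOS− nuclei covered the 16411 genes with a rounded count above 0 in at least 5 nuclei. edgeR's quasi-likelihood test gave 2772 genes with an adjusted p under 0.05. Splits of the same nuclei into random groups gave between 1549 and 1858 genes, with a median of 1745 over 99 splits, and none reached the real count. limma on log2(TPM + 1) called 232 genes, 184 of them also called by the quasi-likelihood test, where random splits gave at most 2. edgeR's exact test called 645 genes, and random splits gave between 54 and 173. With amplification condition as a covariate the quasi-likelihood test called 2009 genes. When counts were summed by sort group and amplification condition, 4 sums against 4, only *Arc* passed the threshold. In a separate fit to the single nuclei with no filter on low counts, the quasi-likelihood test called 5951 genes. Leaving out each amplification condition in turn gave between 1883 and 2471 genes. From this comparison the paper concludes that exposure to NE shifted transcription on a large scale.

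**Figure D4:**
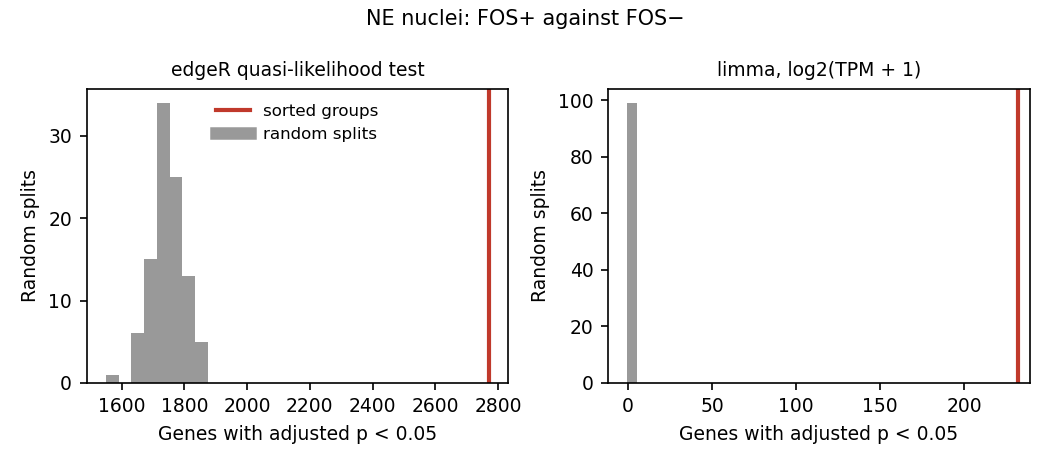
Number of random splits of the NE nuclei (vertical axis) by the number of genes with an adjusted p under 0.05 (horizontal axis), for edgeR's quasi-likelihood test and for limma; grey bars are 99 random splits into groups of 40 and 41 nuclei and the red line is the comparison of FOS+ with FOS−. The red line stands at 2772 genes for the quasi-likelihood test, above random splits of 1549 to 1858 genes, and at 232 genes for limma, above random splits of 0 to 2.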

Approximately half of the DEGs were higher in FOS− nuclei (1,845 genes) compared with FOS+ (1,190 genes). Furthermore, the most significant differences were detected as higher in the FOS+ condition. 

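Of the 2772 genes, 1578 were higher in FOS− nuclei and 1194 (43.1%) were higher in FOS+ nuclei. Scaling by library size alone shifted the median log2 fold change of all tested genes from -0.10 to -0.21, and 39.1% of the genes called were then higher in FOS+ nuclei. The direction of the majority depended on the test, since limma placed 72.4% of its genes higher in FOS+ nuclei, DESeq2 55.4% and edgeR's exact test 53.8%. Genes with a count in 5 to 9 nuclei made up 1064 of the 2772 calls, and random splits called a median of 836 genes of that kind.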

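The 5 genes with the smallest p values in edgeR's quasi-likelihood test were all higher in FOS+ nuclei. *Arc* was detected in 31 FOS+ nuclei and 1 FOS− nucleus and was at least 90.5-fold higher (adjusted p = 5.06e-20 from edgeR and 2.24e-12 from limma). *Pim1*, on chromosome 17 of GRCm38 from 29490753 to 29496112, was detected in 29 and 1 nuclei and was at least 16.8-fold higher (adjusted p = 1.55e-15 from edgeR and 2.70e-10 from limma). *Ptgs2*, on chromosome 1 from 150100031 to 150108227, was detected in 24 and 2 nuclei and was at least 34.6-fold higher (adjusted p = 3.06e-14 from edgeR and 1.09e-06 from limma). *Nr4a2*, on chromosome 2 from 57106830 to 57124003, was detected in 31 and 9 nuclei with a log2 fold change of 8.25 (SE 0.82, adjusted p = 1.35e-12 from edgeR and 1.40e-08 from limma). *Sgk1*, on chromosome 10 from 21882184 to 21999903, was detected in 27 and 13 nuclei with a log2 fold change of 7.65 (SE 0.81, adjusted p = 1.98e-11 from edgeR and 1.29e-05 from limma). Of these, *Arc* kept its call in all 12 alternatives, and the other genes lost theirs only when counts were summed by amplification condition. The smallest p values among genes higher in FOS− nuclei, with the same direction in all 4 amplification conditions, belonged to *Ict1*, *Atg4c*, *Gm10766*, *Trip6* and *Dcun1d2*. *Atg4c*, on chromosome 4 from 99193934 to 99259787, was detected in 2 FOS+ and 13 FOS− nuclei and was at least 3.90-fold lower in FOS+ nuclei (adjusted p = 1.72e-08 from edgeR and 0.0292 from limma). *Ict1*, *Gm10766*, *Trip6* and *Dcun1d2*, each detected in 1 FOS+ nucleus and in 7 to 10 FOS− nuclei, were called by edgeR's quasi-likelihood test (adjusted p from 1.72e-08 to 2.90e-08) and not by limma (adjusted p from 0.0929 to 0.280).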

As expected, many of the genes increased in FOS+ nuclei have been previously shown to be downstream targets of FOS^29^ (19 of 54; hypergeometric *P*<2.3e−9), indicating that the expected gene expression changes were detected by the single-nuclei protocol. Furthermore, genes involved in the MAPK pathway (for example, *Mapk4* and *Dusp1*) and associated with postsynaptic density (for example, *Homer1*, *Arc* and *Synpo*) were increased in FOS+ nuclei (Fig. 4b). It was also noted that the B2 family of SINE retrotransposons was increased in FOS+ nuclei (Supplementary Fig. 3f). 

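Of the 25 MAPK pathway genes shown in Fig. 4b, 24 were tested, all with a positive log2 fold change of FOS+ over FOS−, and edgeR's quasi-likelihood test called 22 of them higher. Adjusted over the list alone, 24 were called. Their median log2 fold change was 4.29, or 3.54 with the 6 genes that were at or under 3 counts in FOS− nuclei set to their lower bound. The rotation test fry gave an adjusted p of 1.43e-12 for the list (two-sided). All 19 postsynaptic membrane genes of Fig. 4b were tested and 18 were called higher, or 19 adjusted over the list alone. Their median log2 fold change was 2.66, with an adjusted p of 2.67e-13 from fry. Because the study chose both lists on these nuclei, these counts and tests are not independent evidence. limma called 11 of the 24 and 6 of the 19. The set test camera with its preset correlation called both lists, as fry did. *Mapk4*, on chromosome 18 of GRCm38 from 73928486 to 74065359, was detected in 25 of 40 FOS+ and 5 of 41 FOS− nuclei, with a log2 fold change of 3.36 (SE 0.85, adjusted p = 0.00221 from edgeR and 1.25e-04 from limma). It lost its call among nuclei with a total count over 200000. *Dusp1*, on chromosome 17 from 26505590 to 26562128, was detected in 5 FOS+ nuclei and 0 FOS− nuclei and was at least 1.11-fold higher (edgeR adjusted p = 6.91e-06). DESeq2, edgeR's exact test and limma did not call it (adjusted p = 0.263 from limma). *Synpo*, on chromosome 18 from 60593973 to 60660142, was detected in 37 and 25 nuclei, with a log2 fold change of 3.17 (SE 0.67, adjusted p = 1.74e-04 from edgeR and 1.69e-05 from limma).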

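Of the 90 mitochondrion genes shown in Fig. 4a, 83 were tested and 80 had a negative log2 fold change of FOS+ over FOS−. edgeR's quasi-likelihood test called 51 of them lower in FOS+ nuclei, and 65 were called when adjusted over the list alone. The median log2 fold change was -2.76, or -2.05 with the 19 genes at or under 3 counts in FOS+ nuclei set to their bound, and fry gave an adjusted p of 2.54e-11 (two-sided). Of the 22 DNA repair genes of Fig. 4a, 20 were tested, 12 were called lower in FOS+ nuclei and 14 when adjusted over the list alone. Their median log2 fold change was -3.12, or -1.47 with 5 genes at their bound, with an adjusted p of 1.89e-09 from fry. As with the lists of Fig. 4b, the study chose these genes on these nuclei, so neither count is independent evidence. limma called 2 of the 83 and 2 of the 20. The tested genes were detected in a median of 10 of the 81 nuclei for mitochondrion and 9 for DNA repair. *Nos1*, on chromosome 5 of GRCm38 from 117781032 to 117958840, was detected in 6 FOS+ and 17 FOS− nuclei with a log2 fold change of -2.62 (SE 0.90, adjusted p = 0.0308 from edgeR and 0.222 from limma). It lost its call in 5 of 12 alternatives and in 3 of the 4 fits that left out an amplification condition (adjusted p up to 0.273 in edgeR). *Ndufaf3*, on chromosome 9 from 108565537 to 108567434, was detected in 1 FOS+ and 7 FOS− nuclei and was not called (log2 fold change -2.36, SE 0.94, adjusted p = 0.0705 from edgeR). It was called with all nuclei of the table, with amplification condition as a covariate and with no filter, and all its 41 counts in FOS+ nuclei lay in a single nucleus. *Topbp1*, on chromosome 9 from 103305215 to 103350428, was detected in 39 FOS+ and 37 FOS− nuclei, with a log2 fold change of -1.77 (SE 0.48, adjusted p = 0.00419 from edgeR and 0.522 from limma). *Tdp1*, on chromosome 12 from 99884517 to 99955219, was detected in 1 and 14 nuclei, with all 107 FOS+ counts in a single nucleus and a log2 fold change of -3.71 (SE 0.98, adjusted p = 0.00341 from edgeR and 0.0381 from limma). *Topbp1* lost its call in 1 and *Tdp1* in 2 of the fits that left out an amplification condition.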

In FOS− nuclei, genes that were associated with mitochondrial function (for example, *Nos1* and *Ndufaf3*) as well as genes associated with DNA damage (for example, *Topbp1* and *Tdp1*; Fig. 4a) were increased. Interestingly, recent findings have shown that rapid Fos activation can be initiated by Topoisomerase II-induced damage^36^. The DEG Topbp1 is a DNA damage checkpoint protein^37^ that binds topoisomerase II (ref. 38), and Tdp1 repairs topoisomerases I and II DNA damage^39^, indicating that these cells may be undergoing repair due to topoisomerase damage.

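*Atf3*, on chromosome 1 of GRCm38 from 191170296 to 191218039, was detected in 13 of 40 FOS+ nuclei and 1 of 41 FOS− nuclei and was at least 15.1-fold higher in FOS+ nuclei (adjusted p = 2.75e-11 from edgeR and 0.0208 from limma). *Sertad1*, on chromosome 7 from 27486910 to 27490316, was detected in 10 and 1 nuclei and was at least 10.7-fold higher (adjusted p = 3.10e-10 from edgeR and 0.0441 from limma). *Calcoco1*, on chromosome 15 from 102706777 to 102722178, was detected in 3 FOS+ and 19 FOS− nuclei, with a log2 fold change of -3.22 (SE 0.90, adjusted p = 0.00633 from edgeR and 0.00931 from limma). It was not called by DESeq2, by edgeR's exact test or among nuclei with a total count over 200000. *Esrra*, on chromosome 19 from 6910977 to 6921813, was detected in 0 FOS+ and 6 FOS− nuclei and was at least 1.31-fold lower in FOS+ nuclei (edgeR adjusted p = 6.59e-06), without a call from limma (adjusted p = 0.221).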

Further characterization of DEGs revealed that distinct subsets of transcriptional regulators were upregulated specifically in FOS+ (for example, *Atf3* and *Sertad1*) or FOS− (for example, *Calcoco1* and *Esrra*) nuclei (Supplementary Table 1). Since single-nuclei preparation enables direct staining of transcription factors, we assayed the top transcription factor that was induced in FOS+ nuclei. *Atf3* is a transcription factor that is normally expressed at relatively low levels in neurons and increases on exposure to injury^40^ as well as enriched environment exposure^41^. Similar to snRNA-seq, ATF3 protein was enriched in PROX1+FOS+ nuclei (42.1%) compared with PROX1+FOS− (0.60%; Fig. 4c).

Altogether, these results show that snRNA-seq identified large-scale transcriptional changes in DG neurons after a short, 15-min exposure to NE.

### Heterogeneous gene expression in DG nuclei with NE exposure

The vast majority of IEG experiments do not utilize temporal information, unlike electrophysiology or calcium imaging. However, tools have been developed such as cellular compartment analysis of temporal activity by fluorescence *in situ* hybridization^42^ and transgenic mice^10^,^43^ to evaluate two time points of activity. Recent single-cell analysis methods^44^,^45^ have utilized high-dimensional data to re-construct developmental pathways through pseudotime. We applied the Monocle algorithm to our snRNA-seq data from FOS+ and FOS− nuclei to determine a continuum of pseudotemporal activity patterns in experience-activated neurons.

Nuclei were ordered by their transcriptional similarity using the Monocle algorithm^45^ with a supervised approach by first filtering for DEGs based on the above FOS+/FOS− analysis. Similar to the unsupervised principal components analysis (Fig. 3b), the independent components separated NE nuclei into two main groups (Fig. 5a; Supplementary Fig. 4a) that were highly associated with FOS protein staining. Monocle assigned the nuclei into five clusters that we have labelled as FOS+ or FOS− *a*-*d*.

Pseudo-FOS+ nuclei resided largely at the junction between FOS+ and FOS− clusters (Fig. 5a, red dots with black outline), indicating that pseudo-FOS+ nuclei were transcriptionally similar to FOS− nuclei despite being stained positive for FOS protein. On further examination, there were very few genes (raw*P*<0.05: 845 genes; *P*adj<0.05: 0 genes) that were different between the neighbouring cluster of FOS− nuclei (FOS− *b*) and pseudo-FOS+ nuclei. However, similar to FOS− nuclei there were many genes increased in pseudo-FOS+ nuclei compared with FOS+ (*P*adj<0.05: 713 genes) (Supplementary Fig. 4c). Taken together, these findings suggest that pseudo-FOS+ cells likely do not represent a distinct state of cells, but rather cells at an intermediate stage in the progression of FOS-associated activity.

The trajectory of activity captured in NE nuclei can be viewed from the main trajectory identified with Monocole (Fig. 5a, thick line) that was significantly associated with FOS stain (F-test *P*<9.59e−09). To assess linear changes in gene expression, TPM expression was regressed against pseudotemporal ordering. To reduce effects of outlier expression that may exist within clusters FOS- *a* and FOS- *c*, only samples along the main trajectory were included in the analysis. A total of 641 genes were significantly associated with pseudotime (Fig. 5b). For example, *Clasp2* which is important in neuronal morphogenesis^46^, continuously increased with pseudotime indicating that a continuum of transcriptional states existed within a single DG after exposure to NE. The transcriptional dynamics that separated clusters FOS-*a* and FOS-*c* off from the main trajectory were examined by calculating differences in expression between the individual cluster and all remaining samples (Fig. 5a). Cluster FOS- *a* was isolated by expression of *Grem2*, a DAN family BMP antagonist, as well as genes enriched for lysine degradation (*P*adj<0.03; for example, *Ogdhl* and *Plod1*). Cluster FOS-*c* did not associate with a distinct functional category but exhibited increased expression of many genes including the potassium channel gene Kcng3 (Fig. 5c).

We next asked whether neuronal heterogeneity was associated with the expression of genes upstream of FOS. CREB has been proposed to serve such a role; experiments altering CREB in the amygdala influenced the probability that neurons were recruited into a memory trace^47^. However, experiments determining whether endogenous levels of CREB or other genes influence activation have not been performed. To address this question, we evaluated the signalling pathway that translates neuronal activity to *Fos* induction within the Monocle clusters. While *Fos* can be turned on by a number of different pathways from development or non-physiological stimuli^48^,^49^, the molecular cascade that leads to activity-induced FOS expression in the brains of behaving mice is by a well-known pathway that is initiated by calcium influx through NMDA receptors and voltage-sensitive calcium channels^50^,^51^,^52^. Calcium influx then triggers ERK/MAPK, which in turn stimulates phosphorylation of ELK1-serum response factor (SRF) and RSK phosphorylation of CREB^53^. Phosphorylated-CREB then binds to the CRE-element of the *Fos* promoter to mediate its induction^54^.

We first analysed the expression of membrane-bound receptor channels that are known to influence neuronal activity and calcium influx. 

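The 7 genes examined, *Grin1*, *Grin2a*, *Grin2b* and *Gria1* to *Gria4*, had log2 fold changes of FOS+ over FOS− between -0.37 and 1.52. Their smallest adjusted p from edgeR's quasi-likelihood test was 0.298, for *Gria4*, and from limma 0.169. No gene was called, and 0 of the 7 had an unadjusted p under 0.05. Detection at a TPM above 1 ranged from 7 of 40 FOS+ and 9 of 41 FOS− nuclei for *Gria4* to all 40 and all 41 for *Grin2b*. *Grin2b*, on chromosome 6 of GRCm38 from 135713233 to 136173511, was at a mean log2(TPM + 1) of 9.66 ± 1.35 (SD, n = 40) in FOS+ nuclei and 9.66 ± 0.94 (SD, n = 41) in FOS− nuclei.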

Genes encoding glutamate receptors including NMDA receptor subunits (*Grin1, Grin2a* and *Grin2b*) and AMPA receptor subunits (*Gria1-4*), were highly expressed and not significantly different between NE FOS− and NE FOS+ nuclei. GABA receptors are well known to mediate inhibition. 

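The log2 fold change of FOS+ over FOS− was -0.12 for *Gabra2* (SE 0.61), 0.36 for *Gabrb1* (SE 0.66) and -0.66 for *Gabrb2* (SE 0.86). The smallest adjusted p of these 3 genes was 0.695 from edgeR's quasi-likelihood test, for *Gabrb2*. Neither edgeR nor limma called any of them, and 0 of the 3 had an unadjusted p under 0.05. *Gabra2* was detected in 30 of 40 FOS+ and 33 of 41 FOS− nuclei, *Gabrb1* in 33 and 29, and *Gabrb2* in 13 and 18.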

GABA-A receptor subunits (*Gabra1, Gabra2* and *Gabrb*) were also expressed similarly between the groups. Likewise, we analysed the expression of voltage-sensitive calcium channels that are the primary mediators of depolarization-induced calcium entry^55^. High-(ref. 56) and low-voltage-activated^57^ calcium channels are known to be expressed on DG neurons. However, genes encoding alpha subunits for L-, N/Q and T-type calcium channels and from the Cav1, Cav2 and Cav3 families (*Cacna1a-i*) were not expressed at different levels in our NE nuclei data set.

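Of *Cacna1a* to *Cacna1i*, 8 genes were tested, and *Cacna1f* had a count in too few nuclei. The log2 fold changes of FOS+ over FOS− ran from -3.33 to 1.03. *Cacna1i*, on chromosome 15 of GRCm38 from 80287238 to 80398279, was called lower in FOS+ nuclei (log2 fold change -3.33, SE 0.95, adjusted p = 0.00699 from edgeR's quasi-likelihood test). It was detected in 4 of 40 FOS+ and 6 of 41 FOS− nuclei, and limma did not call it (adjusted p = 0.561). Nor did DESeq2, edgeR's exact test or the fits to nuclei over a total count of 200000 and to sums per amplification condition, and 2 of the 4 fits without an amplification condition lost the call. The other 7 genes tested were not called. Without a filter on low counts *Cacna1f* was called too (edgeR adjusted p = 4.58e-05). The receptors, channels, ERK/MAPK and RSK genes that the paper examines form a list of 30 genes, of which 27 were tested. edgeR's quasi-likelihood test called 2 of them, both over all genes and adjusted over the list alone. In that test 4 had an unadjusted p under 0.05. Random splits of the nuclei gave as many calls in this list in 6 of 100 splits, the real one included.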

We then turned our attention to the underlying molecular cascade that transduces calcium activity into *Fos* expression, the ERK/MAPK pathway. Examination of the NE nuclei shows no significant differences for *Mapk3* (encoding ERK1), *Mapk1* (encoding ERK2), *Elk1*, *Srf* or *Creb1*. 

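*Mapk3*, *Elk1*, *Srf* and *Creb1* had log2 fold changes of FOS+ over FOS− between -2.26 and 2.16, and none was called by edgeR's quasi-likelihood test. Their smallest adjusted p was 0.0902, for *Mapk3*, from edgeR and 0.360 from limma. In edgeR's quasi-likelihood test 2 of these 4 genes had an unadjusted p under 0.05. From limma the unadjusted p of *Elk1* was 0.0409. *Mapk3*, on chromosome 7 of GRCm38 from 126759601 to 126765819, was detected in 5 FOS+ and 10 FOS− nuclei (log2 fold change -2.26, SE 0.95). *Srf*, on chromosome 17 from 46548329 to 46556175, was detected in 6 and 7 nuclei (log2 fold change 2.16, SE 0.93). With all 96 nuclei of the table both passed edgeR's threshold, and *Mapk3* also passed it with scaling by library size alone and without the nuclei at 1 μM TSO and 1:2000 ERCC.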

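Among the genes of the RSK family, *Rps6ka2* and *Rps6ka3* were tested, and *Rps6ka1* and *Rps6ka6* had counts in too few nuclei. *Rps6ka2* was detected in 17 of 40 FOS+ and 19 of 41 FOS− nuclei and was not called (log2 fold change 0.37, SE 0.84, adjusted p = 0.845 from edgeR's quasi-likelihood test). *Rps6ka3*, on chromosome X of GRCm38 from 159210307 to 159368244, was detected in 25 FOS+ and 8 FOS− nuclei and was called higher in FOS+ nuclei (log2 fold change 3.14, SE 0.86, adjusted p = 0.00487 from edgeR and 0.00340 from limma). edgeR's exact test did not call it (adjusted p = 0.0522), and 1 of the 4 fits without an amplification condition lost the call (adjusted p = 0.0929 in edgeR). Without a filter on low counts, *Rps6ka1* and *Rps6ka6* were called (edgeR adjusted p = 0.0188 and 1.73e-05).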

Most subunits of the RSK protein were not differentially expressed. However, one subunit, *Rps6ka3*, showed trending significance with the Monocle FOS+ subgroup (*P* value=3.0e−4, *P*adj _group FOS+_=0.08, Supplementary Fig. 4d). Importantly, it would be expected that this gene would be expressed in FOS− cells, although at a lower level, since Rps6ka3 lies upstream of c-Fos activation. Higher levels of *Rps6ka3* would increase the likelihood of RSK phosphorylation of CREB and downstream activation of *Fos*.

In summary, Monocle analysis of snRNA-seq established a continuum of heterogeneous activation states in IEG-expressing cells, increasing the temporal resolution that can be provided by gene expression.

## Discussion

Single-cell profiling of neural tissue has become an increasing area of interest; however, caution must be exercised when using this information to study patterns of activity-related expression. We found that, in our hands, papain dissociation of whole-cells from the DG elicited IEG expression independent of the condition of the animal. Although we have chosen to focus on the DG, the methodology described here to link c-fos expression and transcriptome analysis could be applied throughout the brain. Decades of work have demonstrated that, in any region where current understanding of anatomical, morphological, and molecular markers is insufficient to predict whether an individual cell will respond to a particular stimulus, IEG-based methods are a valuable tool for identifying subpopulations. C-fos-based strategies have been critical for understanding the functional organization of areas such as the amygdala^58^, hypothalamus^59^,^60^ , and somatosensory cortex^61^, where subpopulations of cells with differential involvement in sensory perception and behaviour are anatomically intermingled.

The assessment of a bulk IEG-labelled population has been performed in cocaine-induced activity of the striatum via flow sorting^62^. To our knowledge, this is the first reported case of comprehensive signatures of activation from individual cells. IEGs that have been previously associated with activity were readily identified using snRNA-seq, and we have also demonstrated that activated neurons exhibited large-scale gene expression changes beyond these canonical IEGs. Interestingly, many of the genes upstream of the activation of FOS were similarly expressed between FOS+ and FOS− neurons, supporting future work into examining the activation state of a neuron via protein modifications. The joint analysis of FOS+ and FOS− nuclei after exposure to NE allowed us to construct a pseudotemporal activation pattern using an algorithm that was previously applied to developing myoblasts. This pseudotemporal ordering revealed a continuum of activity with overlapping gene expression patterns between a set of FOS+ (pseudo-FOS+) and FOS− nuclei, as well as gene expression profiles in a subset of FOS− nuclei that were indicative of recent activity.

The ability to combine the identification of single activated cells with robust transcriptome analysis will continue to provide a wealth of novel insights into the mechanisms that govern how individual cells contribute to such circuits. Together, these findings demonstrate that snRNA-seq is a robust technique for examining such heterogeneous transcriptional profiles from activated neurons.

## Methods

### Animals and treatment

All animal procedures were approved by the Institutional Animal Care and Use Committee of The Salk Institute for Biological Studies. Wild-type female C57BL/6 mice (8 weeks old) were purchased from Harlan (San Diego) and housed under standard 12-h light/dark cycles with free access to food and water. *Prox1*-EGFP mice were obtained from the Mutant Mouse Regional Resource Center. Dimensions of the NE cage were 54" × 34" base, 12" height. The NE included huts and tunnels that the animal was not previously exposed to. For PTZ treatment, mice were injected with 50 mg kg^−1^ fresh PTZ dissolved in saline (intraperitoneal; at a volume of 20 ml kg^−1^ body weight). The control mouse was injected with 400 μl of saline. Mice were killed 1 h after injection. The mice exposed to PTZ exhibited seizure-like symptoms beginning 5 min after PTZ injection and continuing for 10 min. Saline-injected mice did not exhibit any seizure symptoms.

### Whole-cell and nuclei dissociation

To dissociate whole cells, Worthington Biochemical Corporation's Papain Dissociation System was used according to the manufacturer instructions (Worthington, cat# LK003150). Briefly, mice were anaesthetized with ketamine/xylazine (100 mg kg^−1^, 20 mg kg^−1^, respectively) and killed, and their brains were removed. Cortex, hippocampus or DG was carefully excised and minced slightly. The tissue was incubated in a papain solution (20 units per ml papain, 0.005% DNAse) at 37 °C for 1–1.5 h with gentle agitation, followed by gentle trituration. Dissociated cells were pelleted and resuspended in ovomucoid inhibitor–albumin medium. Centrifugation of a single-step discontinuous density gradient separated intact cells. The pellet, containing the intact cells, was resuspended in PBS and immunostaining was performed. For nuclei dissociation, tissue was collected as described for whole cells. The nuclei dissociation protocol is similar to the previously described protocol^13^ with some modifications. Cortex, hippocampus or DG was carefully excised and immediately placed into a nuclei isolation medium (sucrose 0.25 M, KCl 25 mM, MgCl_2_ 5 mM, TrisCl 10 mM, dithiothreitol, 0.1 % Triton). Tissue was Dounce homogenized, allowing for mechanical separation of nuclei from cells. The nucleic acid stain Hoechst 33342 (5 μM, Life Technologies) was included in the media to facilitate visualization of the nuclei. Samples were washed, resuspended in nuclei storage buffer (sucrose, MgCl_2_ 5 mM, and TrisCl 10 mM) and filtered. Solutions and samples were kept cold throughout the protocol.

### Slice immunohistochemistry

Mice were exposed to 15 min of NE or PTZ or remained in the HC as previously described. One hour later, they were deeply anaesthetized with ketamine/xylazine and transcardially perfused with 0.9% NaCl followed by 4% paraformaldehyde. Brains were removed, post-fixed overnight and transferred to 30% sucrose for 2 days. Forty-micrometre coronal slices spanning the anterior-posterior extent of the hippocampus were sectioned on a microtome and stored at −20 °C until staining. Immunostaining for FOS was performed with a goat anti-FOS primary antibody (sc-52-G, Santa Cruz, 1:250) and donkey anti-goat AF488 secondary (Jackson ImmunoResearch, 1:250). Nuclei were visualized using DAPI (1.0 μl ml^−1^). Sections were mounted on #1.5 glass coverslips using PVA-DABCO mounting media. Confocal images were acquired on a Zeiss LSM 780 laser scanning confocal microscope using a × 20 objective. Z-stack images with a 2.3-μm interval were taken of the DGC layer using two horizontal tiles to fit the entire DGC into the image. Tiles were stitched using ZEN2011 software, and maximum intensity projections were created for figure display.

### Flow cytometry

To immunostain, dissociated nuclei were incubated with mouse IgG2b anti-PROX1 (4G10, EMD Millipore, 1/400), goat anti-FOS (sc-52-G, Santa Cruz, 1/400). Samples were then stained with the following secondary antibodies: donkey anti-mouse-Cy3 (Jackson ImmunoResearch, 1/500), donkey anti-goat-AF647 (Jackson ImmunoResearch, 1/500). Centrifugation of secondary-stained samples was followed by resuspension in mouse IgG1 anti-NEUN-AF488 (A60, EMD Millipore) in the presence of DNA dye Hoechst 33342. Dissociated whole cells were first stained with Zombie UV Fixable Viability kit (Biolegend); cells were then fixed and permeabilized with Nuclear Factor Fixation and Permeabilization Buffer Set (Biolegend) according to manufacturer's protocol prior to staining with the same antibodies as nuclei. Data from labelled samples were acquired using a BD LSRII cytometer (BD Biosciences) followed by analysis using FlowJo software (Tree Star). For both flow analysis and FACS, Zombie dye-negative cells or Hoechst-positive nuclei were gated first, followed by exclusion of debris using forward and side scatter pulse area parameters (FSC-A and SSC-A), exclusion of aggregates using pulse width (FSC-W and SSC-W), before gating populations based on PROX1, FOS, and NEUN fluorescence. For collection before amplification, a BD Influx sorter was used to isolate cells and nuclei, with PBS for sheath fluid (100-μm nozzle was used for cells with sheath pressure set to 16.5PSI; nuclei were sorted with an 85-μm nozzle at 22.5 PSI sheath pressure). Single cell/nuclei were directly deposited into individual wells containing 2 μl lysis buffer in 384-well plate format. For single cell/nuclei sorting, Single Cell (1 drop) sort mode was selected for counting accuracy. Fine mechanical alignment of the sorter's plate module was facilitated by sorting 20 10-μm fluorescent beads onto the surface of transparent plate sealer (adhered to a 384-well plate), making positional adjustments as necessary; 20 beads were then sorted directly into the bottom of various well positions throughout an empty plate to provide visual confirmation of counting and targeting precision.

### Single-cell/-nuclei amplifications

The HC NEUN+PROX1+ single-nuclei were processed using the Fluidigm C1 system, a commercial platform that utilizes microfluidics to perform individual cell capture and reaction chemistry. Stained nuclei were loaded onto the chip and imaged at each capture site on a confocal microscope (Zeiss). Capture sites were scored for NEUN and PROX1 staining expression off-line. Processing of whole cells and NE nuclei followed the Smart-seq2 protocol^2^. NE nuclei from the same isolation pool were prepared in wells of different amplification conditions. Equal proportions of FOS+ and FOS− nuclei were prepared using TSO concentration of 1 μM or 10 μM starting concentration and ERCC dilution of 1:200 or 1:2,000. Differences in mm10-mapped read number and number of genes did not vary between conditions and therefore we combined samples for analysis. 

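In the deposited counts both measures differed between the conditions. The total count averaged 223834 ± 85338 (SD, n = 20 nuclei) at 1 μM TSO and 1:200 ERCC and 635690 ± 240428 (SD, n = 18) at 1 μM and 1:2000. At 10 μM it averaged 139934 ± 73036 (SD, n = 21) with 1:200 and 434637 ± 279110 (SD, n = 22) with 1:2000. The conditions held 50.1% of the variance of the total count between nuclei (permutation test, p = 1e-05, the smallest that the permutations can give). The number of genes with a TPM above 1 averaged 5186, 5932, 6229 and 7438 in the same order, and 32.4% of its variance lay between the conditions (permutation test, p = 1e-05, the smallest possible). With all 96 nuclei of the table these shares were 28.4% and 17.8%, still past the threshold (permutation test, p = 5.4e-04 for genes). These totals count reads assigned to genes and not all reads mapped to the genome.

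**Figure D5:**
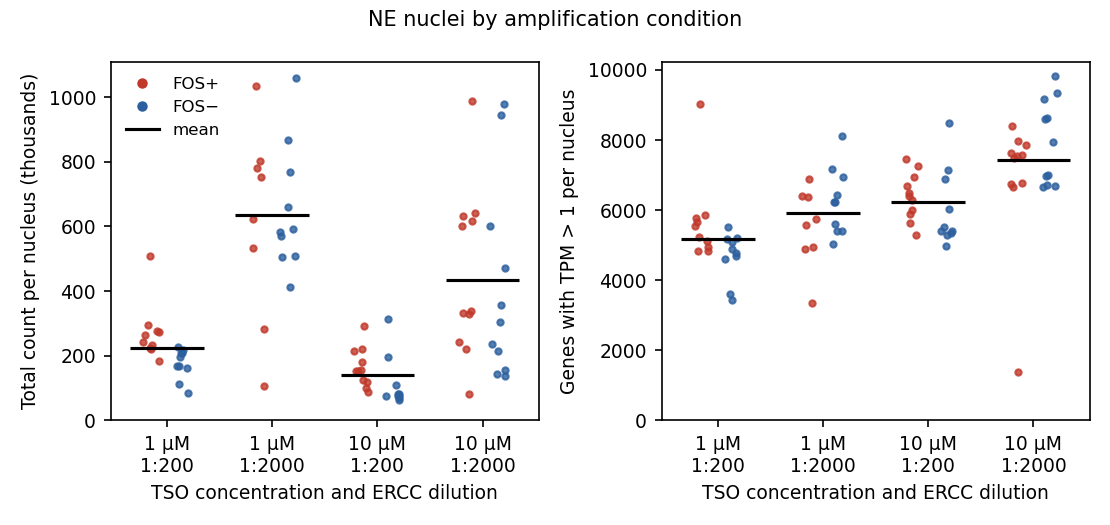
Total count, scaled as the axis states, and number of genes with a TPM above 1 (vertical axes) for each NE nucleus in the 4 amplification conditions (horizontal axes); FOS+ nuclei are red, FOS− nuclei are blue and black lines are means. Mean total counts range from 139934 to 635690 and mean numbers of genes from 5186 to 7438.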

In separate experiments, single-cell/nuclei qPCR was performed on the C1 by first utilizing specific target amplification for genes of interest. Samples were then run on the Fluidigm Biomark system for qPCR measurements.

### RNA extraction from bulk samples

Nuclei from DG were dissociated and stained as described above. Nuclei were then bulk collected into a tube containing lysis buffer and amplified using the SMARTer protocol (Clontech) with 14 cycles of PCR.

### Library preparation and sequencing

The Nextera XT kit was used for sample preparation following all transcriptome amplifications. Single-nuclei and amplified bulk samples were measured by Picogreen (LifeTech) and normalized so that samples were at a concentration of 0.3 ng μl^−1^. Samples were first subjected to a tagmentation reaction, indexed, and PCR amplified. Libraries were then mixed in 40-sample pools and purified with magnetic beads (AMPure). QC checks for the library preparations included electrophoresis (Agilent Technologies 2100 Bioanalyzer) or library quantification (KAPA Biosystems). Samples were sequenced in the Salk Institute Next Generation Sequencing Core on an Illumina HiSeq 2500 high-throughput sequencing system. Libraries from saline- and PTZ-treated whole cells as well as the HC NEUN+PROX1+ nuclei were sequenced with paired-end 100-bp reads. NE nuclei libraries were sequenced with single-end 50-bp reads.

### Alignment and generation of data matrices

Reads were trimmed using Solexa-QA++ dynamic trim and were then aligned to the mm10 (GRCm38) reference genome with Ensembl gene annotation or to the ERCC reference using RSEM (bowtie). TPM values calculated by RSEM were log2+1 transformed. Gene names were converted to official gene symbols using biomaRt in R.

### Sample exclusion

Samples were kept for downstream analysis if they met the following criteria: (i) the total number of reads uniquely aligned to the mouse genome was greater than 50,000, (ii) ERCC TPM estimates correlated with the expected concentration values (*α*=0.05), and (iii) total gene count was greater than mean—2σ.

### Statistical analyses

Synthetic pooling of nuclei was achieved by repetitively sampling nuclei, without repetition, and detecting genes with TPM>0 in at least one nucleus. Twenty-five repetitions were used as long as every repeated sample contained a unique set. If the number of unique sets was <25, then the repetition size was reduced accordingly. In initial analyses of NE nuclei, analysis was performed blinded to FOS immunostain group. Significance estimates of differences in gene expression were calculated from RSEM's expected counts using edgeR^63^ and corrected for multiple testing using the fdrtool package in R. Proportion differences were calculated using a test of equal proportions in R (prop.test) with Yates' correction. Regression analyses comparing the clusters identified with Monocle was performed by regressing log2(TPM+1) on the cluster designation (as a factor) for each gene.

### Power analysis

The minimum sample size required to determine significance between groups was calculated a priori using the t-test family in G × Power version 3.1 (ref. 64). The parameters were as follows: effect size=1, *α*=0.05, power=0.95, allocation ratio (N2/N1)=1.14 (as per our actual data, n_Fos+_/n_FOS−_). The calculation yielded the requirement of a minimum of 30 and 26 samples.

### Retrotransposon expression

Total retrotransposon expression was performed by first determining all reads that aligned to the rodent (rodrep.ref) RepeatMasker reference library^65^ using the NCBI Blast 2.2.29 algorithm^66^. Retrotransposon sequences are present in Pol-II gene products as well as RNA products driven from expression of the *bona fide* retrotransposon element. Therefore, in order to calculate a conservative estimate of retrotransposon expression we filtered for reads that were putatively expressed directly from the retrotransposon. This was achieved by filtering for reads where the template-switch oligo sequence was directly adjacent to the beginning of the retrotransposon consensus sequence. These counts were normalized by the total counts aligned to the respective retrotransposon consensus within the respective sample (promoter-normalized count).

### Pseudotemporal ordering

The genes used to calculate pseudotemporal ordering were filtered from the EdgeR results of the comparison between PROX1+FOS+ and PROX1+FOS− nuclei. Genes were required to be differentially expressed between the two groups given an adjusted *P* value<0.01. This gene set was then used for pseudotemporal ordering using Monocle^45^. To determine the robustness of pseudotemporal ordering, the ordering algorithm was repeated for each permutation, where one sample was excluded per permutation.

### ENCODE annotations and gene ontology networks

ENCODE annotations^67^ were used to calculate the proportion of protein-coding genes. To create gene ontology networks, for each gene, gene ontology (GO) terms were extracted using biomaRt. A matrix {0,1} was constructed with a row per gene and a column per GO term. A value of 1 in a cell indicated that the gene was annotated with the respective go term. For each GO term, the number of parents was calculated using GO.db in R; this value was used as a weight for the respective column. The cosine similarity was then calculated between all genes and the resulting matrix was filtered to contain connections between genes where the cosine similarity was >0.5. The inverse of this network (1—cosine similarity) was then plotted in Cytoscape 3.1 (ref. 68).

## Additional information

**Accession codes:** NCBI GEO Accession Number: GSE77067.

**How to cite this article:** Lacar, B. *et al*. Nuclear RNA-seq of single neurons reveals molecular signatures of activation. *Nat. Commun.* 7:11022 doi: 10.1038/ncomms11022 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-4 and Supplementary Table 1

Supplementary dataset Supplementary dataset 1

## Figures and Tables

**Figure 1:**
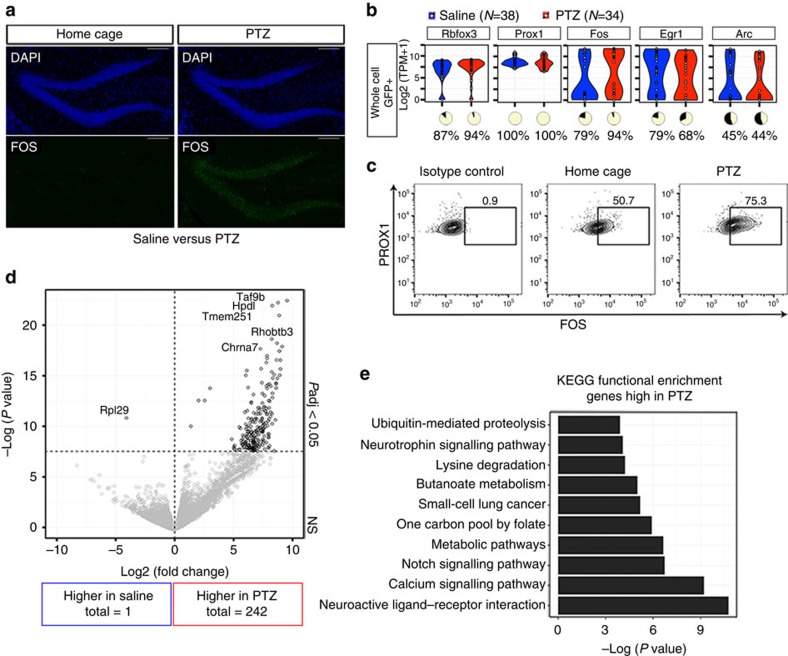
Experience-independent induction of IEG expression in whole cells. (**a**) Confocal images of FOS protein expression in the DG of a HC mouse (left) and a PTZ-treated mouse (right). One hour after PTZ-induced seizure, FOS (green) expression was widespread throughout the granule cell layer, whereas expression under HC conditions was minimal. Scale bar, 100 μm. (**b**) log2(TPM+1) normalized RNA-seq values from dissociated saline-treated (blue, *n*=38) and PTZ-treated (red, *n*=34) whole-cells for neuronal marker *Rbfox3*, DG marker *Prox1*, and IEGs *Fos*, *Egr1* and *Arc*. Pie charts indicate the proportion of samples with detectable gene expression (TPM > 1; yellow). (**c**) Representative FACS plots showing FOS protein expression in PROX1+ live (Zombie -) single whole-cells isolated from the hippocampus of PTZ-treated and HC mice, *n*=2. FOS protein expression was observed in both PTZ-treated and HC animals. (**d**) Gene expression comparison of activated saline-treated and PTZ-treated whole cells. Dots to the left of zero represent genes with higher expression in saline, those to the right represent genes with higher expression in PTZ whole cells. EdgeR was used for differential expression analysis. (**e**) Functional enrichment of genes high in PTZ-treated whole cells using a modified Fisher's exact test (EASE score, DAVID bioinformatics^69^).

**Figure 2:**
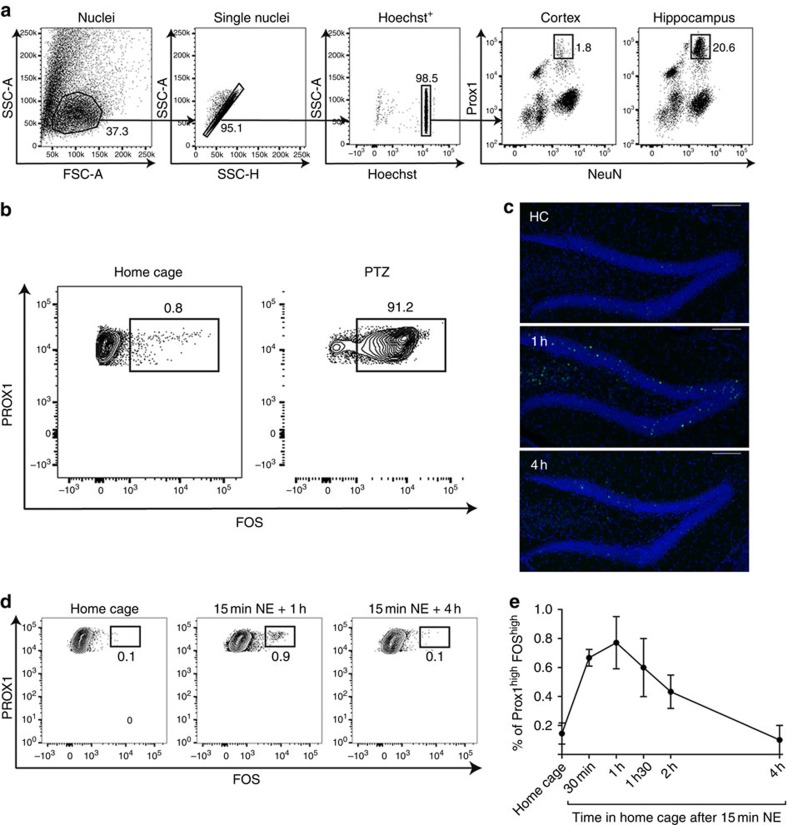
Detection of experience-associated FOS levels with nuclei staining. (**a**) Representative FACS plots showing the gating strategy for the identification of PROX1+NEUN+ DG nuclei in the hippocampus of wild-type mice, *n*=3. Staining in cortex is shown as control. (**b**) Representative FACS plots showing FOS protein expression in PROX1+Hoechst+single-nuclei isolated from the hippocampus of PTZ-treated and HC mice, *n*=4. FOS protein expression was only observed in PTZ-treated animals. (**c**) Confocal images of FOS protein expression in the DG of a mouse either from home cage (HC) (top) or after recovery from a brief exposure to a novel environment (NE; middle and bottom). One hour after a 15-min exploration period in the NE, FOS was sparsely induced in the granule cell layer (middle). Four hours after NE FOS returned to lower levels similar to HC (bottom). Scale bar, 100 μm. (**d**) Representative FACS plots showing FOS protein expression in PROX1+Hoechst+single-nuclei isolated from the hippocampi of animals from HC, 1 h,or 4 h after a 15-min exposure to an NE. (**e**) Percentage of PROX1+FOS^high^ in the hippocampi of animals from HC 0.5 h, 1 h, 1.5 h, 2 h or 4 h after a 15-min exposure to an NE, error bars represent standard deviation from the mean (*N*=4 per time-point).

**Figure 3:**
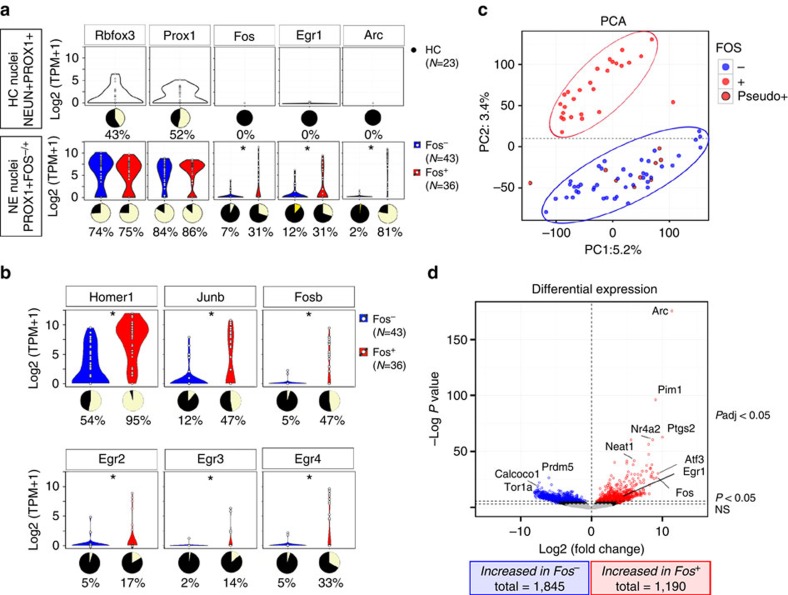
IEG RNA expression in single DGC nuclei is associated with animal experience. (**a**) log2(TPM+1) Normalized RNA-seq values from HC NEUN+PROX1+ (top, *n*=23), NE PROX1+FOS− (bottom, *n*=43), and NE PROX1+FOS+ (bottom, *n*=36) single-nuclei. NE FOS+ nuclei (red) exhibited higher levels of IEG expression than both NE FOS− (blue) and HC nuclei (white). Stars indicate statistically significant differences in expression using edgeR after multiple-testing correction (fdrtool; R). Pie charts indicate the proportion of nuclei with detectable gene expression (yellow=detected). (**b**) IEG expression in nuclei after exposure to NE. (**c**) Principal components analysis (PCA) of the full transcriptome for NE nuclei. pseudo-FOS+ cells in red with black outline. (**d**) Differential expression results for all genes between FOS+ and FOS− nuclei excluding pseudo-FOS+ nuclei. Genes expressed to a higher level in FOS+ nuclei are in red and genes expressed higher in FOS− nuclei are in blue.

**Figure 4:**
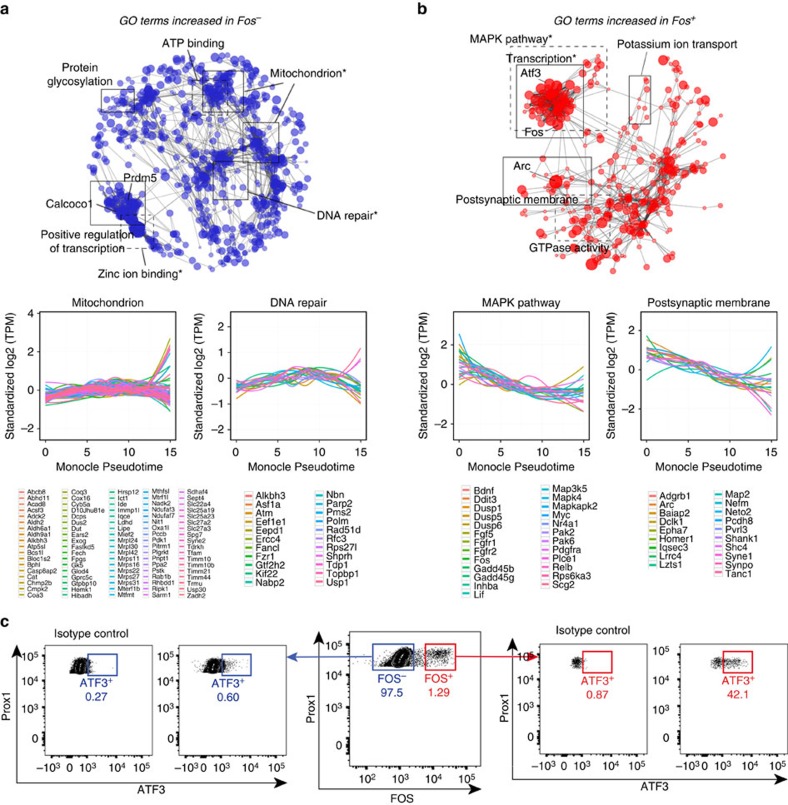
Gene ontology for FOS− and FOS+ nuclei. Clustering based on Gene Ontology terms for differentially expressed genes either higher in FOS− nuclei (**a**) or FOS+ nuclei (**b**). Two categories are plotted below as a function of pseudotime using Monocle. (**c**) Representative FACS plots showing expression of ATF3+ in single-nuclei isolated from the hippocampus of a wild-type mouse exposed 15 min to an NE and killed 1 h later. Right panel shows expression of ATF protein in PROX1+FOS+ nuclei and the left panel shows ATF in PROX1+FOS− nuclei. 42.1% of PROX1+FOS+ nuclei co-express ATF3 as indicated by the red gate. Asterisks indicate significant functional enrichment after multiple-testing correction using DAVID.

**Figure 5:**
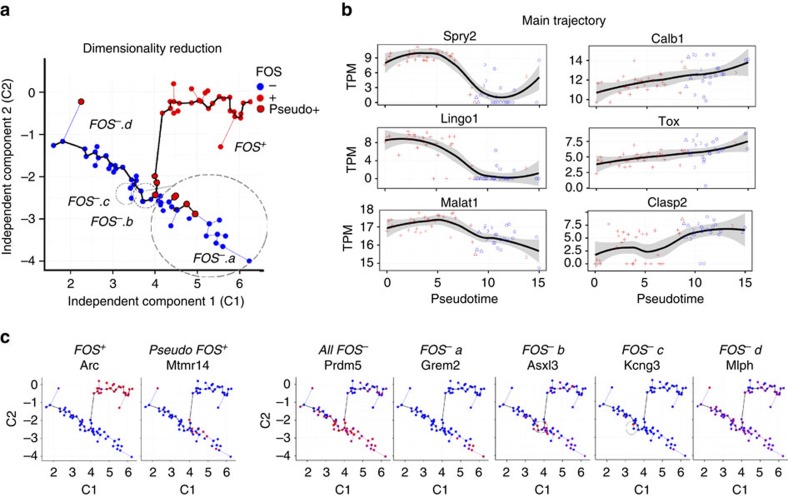
NE nuclei exist along a continuum of transcriptional states. (**a**) Independent components based on analysis using Monocle with individual nuclei coloured by FOS protein staining. Pseudo-FOS+ nuclei (red with black outline) segregate towards the border of FOS+ (red) and FOS− (blue) nuclei. (**b**) The top genes associated with pseudotime exhibit continuous patterns of expression linking FOS+ (red) and FOS− nuclei (blue). (**c**) Expression based on cluster, high expression=red, low expression=blue.

How the deposited data were processed for this re-analysis (not part of the article)

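The re-analysis started from the tables that the authors deposited for 3 sets of samples: 82 whole cells from PTZ-treated and saline-treated mice, 96 nuclei from a mouse exposed to NE, and 23 nuclei from an HC mouse, 201 samples in all. Each set has a table of expected counts and a table of TPM values. To make them, the authors trimmed the reads, aligned them with RSEM to GRCm38 with the Ensembl gene annotation and converted gene names to symbols. The expected count is the number of reads that RSEM assigned to a gene, deposited without normalization and with decimals where reads were divided between genes. The TPM values were computed by the authors within each cell and deposited without a log transformation. The tables hold 42790 symbols for whole cells, 42802 for NE nuclei and 42774 for HC nuclei, and no ERCC spike-ins. No columns were identical, and the highest correlation between the columns of a table was 0.881.

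Samples were assigned to treatment, sort group and amplification condition by their labels. The paper describes a pool of 2 mice per treatment for the whole cells, whereas the description of the series speaks of a single mouse. The tables hold 35 PTZ-treated cells, fewer than the paper amplified. Cells and nuclei were compared if their total count was over 50000 and their number of genes with a TPM above 1 was over the mean minus 2 SD of the table. The paper's first criterion uses uniquely aligned reads, which are not in the tables, so the total of the expected counts stood in for them. The criterion on spike-ins could not be applied. This kept 38 of 47 saline-treated cells, 30 of 35 PTZ-treated cells, 40 of 48 FOS+ nuclei and 41 of 48 FOS− nuclei. All 23 HC nuclei were kept, a choice settled after the values with and without the nucleus below the limit on genes had been seen.

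The depth per sample sets the precision. A count of 3 corresponds to between 5.85e-05% and 0.00446% of the total in the whole cells kept and to between 2.83e-04% and 0.00470% in the NE nuclei kept. In the HC nuclei it corresponds to between 0.00108% and 0.00279%. Reads without molecular identifiers are not independent molecules, so intervals and such limits cover counting error only.

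For the comparisons of PTZ with saline and of FOS+ with FOS−, expected counts were rounded to whole numbers. Genes with a count above 0 in at least 5 cells were kept, TMM factors were computed, and edgeR's quasi-likelihood test was run without covariates. The paper's methods name edgeR without naming the test and adjust with fdrtool. Here p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Where every cell of a group had at most 3 counts of a gene, only a lower bound on its fold change is given, computed against 3 counts. Detection was compared with two-sided Fisher's exact tests on the number of cells with a TPM above 1, with 95% Wilson intervals. Means and shares of variance were compared with permutation tests of 100000 resamples. Gene lists read from Fig. 4 were tested with fry, and pools of HC nuclei were drawn 25 times per size at a TPM above 0. Positions come from the GENCODE annotation of GRCm38, in which 96.5% of the genes tested in whole cells and 97.1% of those tested in nuclei were found by symbol. *Ict1* was not found. Genes that share long stretches of sequence are uncertain, since RSEM divides reads between them and the deposited values do not say how.

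The genes named in the text are those that the paper's text or Figs 1, 3 and 5 name and, in each of the comparisons and each direction, the 5 genes with the smallest p among those past the threshold. For nuclei these also had to differ in the same direction in all 4 amplification conditions. Some genes that the paper names are not reported here. This rule, the tests, the samples other than the choice of HC nuclei, and most of the alternatives were set before the data were examined. *Xist*, *Serpina3n*, *Scg5*, *Tubb2b*, *Timm17a*, *Cenpb* and *Gad1* were named after their values had been seen.

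The tests were run on simulated counts with the means, dispersions and library sizes of the real cells, in which 200 genes were changed. For nuclei the quasi-likelihood test recovered 90.8% of genes changed by 4 on the log2 scale and 53.6% of those changed by 2, and also called 7.44% of 15705 unchanged genes. For whole cells it recovered 82.8% and 31.6% and called 4.32% of 13878 unchanged genes. edgeR's exact test called 0.0828% and 0.108% of the unchanged genes, and recovered 42.9% of the genes changed by 4 in nuclei and 46.5% in whole cells. limma on log2(CPM + 1) called none of the unchanged genes and recovered 32.7% and 20.2%. Of the genes changed by 2, the exact test recovered 14.4% in nuclei and 10.2% in whole cells, and limma 7.22% and 2.04%. limma thus missed most of the changed genes, and the lack of a call by limma does not show that a gene is unchanged. The quasi-likelihood test remained the main test, as chosen at the start, and calls by limma are given beside it. The rotation test fry gave p = 7.41e-25 and p = 1.01e-19 for lists of changed genes, and p = 0.953 and p = 0.0353 for random lists in nuclei and whole cells.

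Alternatives were another scaling (library size, TMMwsp), another test (DESeq2, edgeR's exact test, limma with trend on log2(TPM + 1)), another filter (none, a count in at least 10 cells, edgeR's filterByExpr) and another set of cells (all in the table, or a total count over 200000). Covariates were the share of genes detected, the level of 3 IEGs or the amplification condition, and counts were also summed by amplification condition. Further alternatives were other limits of detection (a TPM above 0 or 5, a count of at least 5), a pseudocount of 0.1, the test of equal proportions, other scalings of the principal components, and the omission of each amplification condition in turn. The bias-adjusted and robust forms of the quasi-likelihood test, the likelihood ratio test, the HC nuclei within the limits, the omission of each cell in turn for the number of genes detected, and limma and the exact test for the genes upstream of *Fos* were added after the data had been seen. The calls were also counted in random splits of the same cells, 100 including the real one, or 60 where splits were drawn within amplification conditions. Markers of astrocytes, oligodendrocytes, microglia and interneurons, 4 genes each, were compared between the treatments of the whole cells.

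Some data were not analysed here. The cells that the paper counts as activated, the pseudo-FOS+ nuclei and the groups found by Monocle are not named in the labels. No tables hold the bulk nuclei, the qPCR, the sorting data or the retrotransposon counts. The NE and HC nuclei were made on different platforms and were not tested against each other. The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.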

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

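Of the tests in this part, the random splits counted with limma, the share of pseudogenes among the genes called and the count of pairs among the *Serpina3* genes were chosen only after the result was seen, and the test on genes with counts in few cells followed counts seen under stricter filters.

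Genes that the paper does not discuss differed between PTZ-treated and saline-treated whole cells. The difference in mean log2(TPM + 1) was 2.49 for *Gm12892*, 6.34 for *Gm12191*, 1.40 for *Serpina3m*, 0.81 for *Fam163a*, 1.46 for *Gatad2a*, -7.22 for *Gm15772*, -2.84 for *Pcna-ps2*, -2.04 for *Gm7658*, -4.47 for *Gm8797* and -0.85 for *Oxsm*. *Xist* (0.47) and *Serpina3n* (5.04) were singled out after their values had been seen. The number of genes called by edgeR's quasi-likelihood test argues for little by itself, since 28 of 100 splits of the cells gave as many genes. Genes with counts in 5 to 9 cells were called in 17.4% of cases in random splits, against 0.0609% of genes with counts in 40 cells or more. Of the genes called higher in PTZ-treated cells, 59.6% had over 50% of their PTZ counts in a single cell, with a median of 6 cells with a count, and none of the 9 that limma also called did. *Fam163a*, *Gatad2a*, *Oxsm* and *Xist*, which limma did not call, may therefore stand out because of counts in few cells.

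The 24 genes called by limma were more than any random split gave (1 of 100 splits as many, the real one), which argues against a random grouping of the cells. A difference in genes detected per cell is argued against by the 880 genes called with the share of genes detected as a covariate, above the 614 to 820 of random splits with it. Of the 24 genes, 5 are *Serpina3* genes within chromosome 12 from 104146382 to 104414329, which form 10 pairs within 5000000 bases. With *Serpina3n* standing for all 5, 20 genes remained with 1 pair, and 64.4% of 10000 random sets of genes had as many. This argues against a shared segment of chromosome that differs between the mice as the source of the 20 genes as a set. For the *Serpina3* genes, neighbours by descent, such a segment and other explanations cannot be told apart by position. Pseudogenes made up 9.91% of the genes called by the quasi-likelihood test against 5.11% of the genes tested (two-sided Fisher's exact test, p = 1.94e-06), and 45.8% of those called by limma. In the nuclei the shares were 5.91% and 5.29% (two-sided Fisher's exact test, p = 0.119), and 0.885% among the genes called by limma (two-sided Fisher's exact test, p = 7.99e-04). Reads divided differently between near-identical genes would lower 1 gene where they raise the other. Of the 24 genes, 11 had another gene that shares at least 50% of their 31-base sequences. For 6 (25.0% of the 24) such a gene moved the other way. Any opposite sign was counted, whatever its size, so the count of such moves cannot decide on this cause. The other genes of the 24 had no gene that shares this much, so sharing to this extent does not account for the set as a whole. The division of reads stays open for the 11 genes that share sequence to this extent. Among them, a sharing gene moved the other way for *Gm12191* and *Gm15772*, and none did for *Pcna-ps2*, *Gm7658* and *Gm8797*. The treatments were on 1 plate each, so a difference between plates or pools of mice and an effect of PTZ cannot be told apart for any of these genes.

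*Serpina3n* was detected in 24 PTZ-treated and 9 saline-treated cells (adjusted p = 0.00667 from edgeR's quasi-likelihood test and 2.69e-05 from limma) and held 97.1% of the counts of its gene family in PTZ-treated cells. It was not called by DESeq2, by edgeR's exact test (adjusted p = 0.0767) or with filterByExpr, in a range of adjusted p up to 0.147 over its alternatives. RNA from astrocytes was considered as a source. The astrocyte marker *Slc1a3* differed by 0.38 on the log2 scale (two-sided permutation test, p = 0.481), *Aqp4* was detected in no cell and *Gfap* in 1 PTZ-treated cell. *Aldoc*, the most abundant of the 4 astrocyte markers in PTZ-treated cells, was detected in 10 PTZ-treated and 3 saline-treated cells, at a mean log2(TPM + 1) of 1.78 ± 3.27 (SD) against 0.54 ± 1.89 (two-sided permutation test, p = 0.0515, adjusted p = 0.824). The 3 markers detected were thus higher in PTZ-treated cells, none past the threshold, and these values neither exclude astrocytes as a source nor show them to be one. Of the other lists, the oligodendrocyte markers differed by at most 0.30 upward, the microglia and interneuron markers by at most 0.00, and no marker passed the threshold (smallest adjusted p = 0.827 in permutation tests). Saline-treated cells also had *Slc1a3* (8 of 38 cells), *Mbp* (25) and *Gad1* (33), so that these 3 are no clean markers in this tissue, and no gene is in more than 1 list. RNA from astrocytes, the plates and pools, and a response to PTZ all stay open.

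*Xist* was called higher in PTZ-treated cells (adjusted p = 2.22e-07 from edgeR), although it was detected in 2 of 30 cells, with 89.6% of its counts in a single cell, and in 0 of 38 saline-treated cells. DESeq2, edgeR's exact test and limma did not call it. A difference in the sex of the mice stays open. At least 1 of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* was detected in 96.7% of PTZ-treated cells and in all saline-treated cells, but *Kdm5d* and *Uty* were also detected in most nuclei with *Xist* and so cannot separate the sexes here. *Eif2s3y* was detected in 25 of 30 PTZ-treated and 35 of 38 saline-treated cells, while neither it nor *Ddx3y* was detected in the 2 cells with *Xist*. Depth stays open. The mean log2 total count differed by -0.13 between the treatments (two-sided permutation test, p = 0.663), but the 2 libraries with *Xist* had the lowest total counts of the PTZ-treated cells kept, 67212 and 71231, where the lowest of the saline-treated cells was 401331. Among cells with a total count over 200000 *Xist* had too few counts to be tested. RNA from other cells or a mixed cell in those 2 libraries was not tested.

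In the nuclei, the genes outside those that the paper discusses were *Sgk1*, with a difference in mean log2(TPM + 1) of 4.20 between FOS+ and FOS− nuclei, and *Ict1* (-1.83), *Atg4c* (-1.51), *Gm10766* (-1.01), *Trip6* (-1.11) and *Dcun1d2* (-1.50). Random grouping is argued against for the comparison as a whole, since 1 of 100 splits, the real one, gave as many genes with the quasi-likelihood test, and 1 of 100 with limma. So is the number of genes detected, with 2904 genes called when it was a covariate against 1637 to 2011 in random splits. The same holds for the amplification condition, with 2009 genes against 810 to 1190 in 60 splits within conditions. Plate position stays open, because FOS+ and FOS− nuclei lay in separate plate columns and it cannot be told apart from the sort groups. Genes with counts in 5 to 9 nuclei were called in 27.4% of cases in random splits, so that single calls of this kind may owe to counts in few nuclei. *Ict1*, *Gm10766*, *Trip6* and *Dcun1d2*, each detected in 7 to 10 FOS− nuclei and not called by limma, stand in that range of detection or close to it. *Sgk1* and *Atg4c* were called by limma too, and for *Sgk1*, detected in 27 FOS+ and 13 FOS− nuclei, a relation to FOS staining is a hypothesis that rests on the nuclei of 1 mouse.

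Single nuclei lay far from the others of their sort group and amplification condition. A FOS+ nucleus at 1 μM TSO and 1:200 ERCC had a total count of 507999, where the next highest had 295835, and 9016 genes detected, where the next had 5850. A FOS− nucleus at 10 μM and 1:200 had a total count of 313436, where the next had 194818. These are 3 of 10 sets of nuclei and measures examined, where chance gives about 1 in 20. The 3 sets of 11 nuclei were too large to be examined in this way. In one of them, FOS+ at 10 μM and 1:2000, a nucleus had 1373 genes, where the next lowest had 6670. Depth is a candidate explanation for the number of genes, because 1 of 18 other nuclei with a total count within 1.5-fold had as many genes (5.56%), with a highest number of 9171 and a median of 6608. That is a narrow margin, and the nucleus with 9171 genes was at 10 μM TSO and 1:2000 ERCC. Among the nuclei of similar total count at 1 μM TSO, the highest number was 8128. Within that TSO concentration depth was thus not shown to account for 9016 genes. No other technical explanation and no biological one was tested for these nuclei, and apart from the number of genes detected the comparisons were not repeated without them, except by leaving out their amplification conditions.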

How the results depend on the processing

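The bias-adjusted and robust quasi-likelihood tests, the likelihood ratio test, the HC nuclei within the limits, the omission of each cell in turn, and limma and the exact test for the genes upstream of *Fos* were run only after results had been seen. Over 84 results and 936 alternatives, 798 kept their direction and their side of the threshold, 102 became weaker, 11 stronger, 6 moved by more than the spread and 19 reversed. For the single genes, 624 of 710 alternatives left the result on its side of the threshold, 78 were weaker, 4 stronger and 4 reversed. Another 50 gave no value because the gene was not tested under them. Of 12 single genes called in whole cells, 4 lost their call with limma, 4 with DESeq2 and 3 with edgeR's exact test. Of 25 called in nuclei, 24 lost it with sums per amplification condition, 11 with limma, 6 with the exact test, 5 of the 24 tested with a total count over 200000 and 5 of the 23 tested with DESeq2.

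The number of genes differing between PTZ and saline, 581 in the main test, was 82 with DESeq2, 44 with edgeR's exact test, 24 with limma and 97 with the likelihood ratio test. It was 148 among genes with a count in at least 10 cells, 9 with filterByExpr, 2971 with no filter and 880 with the share of genes detected as a covariate. Between 599 and 683 genes were called with TMMwsp (599), library size (648) and the level of the IEGs as a covariate (683). With all cells of the table 816 were called, and with the bias-adjusted test 636. The number for FOS+ and FOS− nuclei, 2772 in the main test, was 809 with DESeq2, 645 with the exact test, 232 with limma and 855 with the likelihood ratio test. It was 1621 with a count in at least 10 nuclei, 97 with filterByExpr, 5951 with no filter, 1820 with a total count over 200000 and 1 with sums per amplification condition. The stricter filters test fewer genes, and the sums leave 4 values per group. For the other changes the cause was not tested, although random splits show that the quasi-likelihood test also calls 467 to 742 genes in whole cells and 1549 to 1858 in nuclei between groups drawn at random. Leaving out each amplification condition gave 1883 to 2471 genes. In nuclei limma, DESeq2 and the exact test gave another direction of the majority than the main test. The share of calls higher in FOS+ was 43.1% in the main test, 72.4% with limma, 55.4% with DESeq2 and 53.8% with the exact test. In whole cells limma gave another direction, and DESeq2 and the exact test did not. There 62.7% were higher in PTZ in the main test, 45.8% with limma, 57.3% with DESeq2 and 79.5% with the exact test. With DESeq2 the median log2 fold change of all genes in whole cells was -0.14 against -0.04, and with library size in nuclei -0.21 against -0.10. Of the 581 genes, 44 were also called by DESeq2 and 44 by the exact test, and of the 2772 genes 534 and 641.

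Among single genes, *Fos* in whole cells reversed to 2.09 with the level of the IEGs as a covariate, which contains *Fos*. *Chrna7* reversed to 0.60 with DESeq2, 0.40 with that covariate and 0.46 with limma, and the cause was not tested. In the fits without 1 amplification condition, the log2 fold change ran from 2.68 to 6.76 for *Mapk4*, from -3.90 to -1.81 for *Nos1*, from -2.16 to -0.90 for *Topbp1*, from -7.62 to -2.92 for *Tdp1*, from -6.79 to -1.92 for *Cacna1i* and from 2.65 to 3.47 for *Rps6ka3*, and each of these genes lost its call in at least 1 fit.

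Differences in detection are given in percentage points. In whole cells *Rbfox3* reversed to -0.175 at a count of at least 5, and *Arc* to -0.526 at a TPM above 0, -8.77 at a TPM above 5 and -15.4 at a count of at least 5. In NE nuclei *Rbfox3* reversed to 1.71 at a count of at least 5, and *Prox1* to 2.01 at a TPM above 5 and 6.89 at a count of at least 5. Without 1 amplification condition *Rbfox3* ran from -7.82 to 7.06 and *Prox1* from -6.99 to 2.64. None of these differences passed the threshold under any setting. *Fos* fell to 16.7 with all nuclei and lost its threshold. In the fits that each left out 1 amplification condition it ran from 18.5 to 26.8, without passing in 2, those without 1 μM and 1:2000 (18.5) and without 10 μM and 1:2000 (21.0). *Egr1* passed the threshold at a TPM above 0 (25.3), at a count of at least 5 (22.6) and without the nuclei at 10 μM and 1:200 (28.3), in a range of 12.0 to 28.3. *Junb* ran from 27.7 to 38.8 and *Egr4* from 21.7 to 34.9, and both lost the threshold without the nuclei at 1 μM and 1:2000. For the fits without a condition fewer nuclei were compared, and for the limits of detection the cause was not tested. In HC nuclei, *Egr1* and *Arc* fell to 0% at a TPM above 5 and at a count of at least 5, limits above the values of their single counts, and *Arc* fell to 0% among the nuclei within the limits, since its nucleus lay outside them.

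The difference in genes detected between PTZ-treated and saline-treated cells reversed to 222 with all cells of the table, and that in the level of *Fos* to 0.59, neither past the threshold. Leaving out each cell in turn, the difference in genes ran from -288 to 19.3 for PTZ-treated against saline-treated cells and from -169 to 27.2 for FOS+ against FOS− nuclei, reversed in 1 fit each and never past the threshold at either end. The share of PC1 between the sort groups fell to 4.68% with genes centred only (permutation test, p = 0.0538), 2.82% with genes in at least 20 nuclei (permutation test, p = 0.135) and 1.53% with all nuclei (permutation test, p = 0.232), and rose to 13.7% with the means of the amplification conditions removed first (permutation test, p = 3.8e-04). The cause was not tested. PC2 stayed past the threshold in each. The pool of 23 HC nuclei had 13112 genes at a TPM above 1, a stricter limit. The number of genes upstream of *Fos* called was 4 with all nuclei, adding *Mapk3* and *Srf*, 1 with limma and 0 with the exact test, under which 1 had an unadjusted p under 0.05. The cause was not tested. The 4 gene lists of Fig. 4 kept direction and threshold under camera, with all nuclei and with amplification condition as a covariate.

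Depth limits the rare transcripts. A count of 0 in 23 HC nuclei allows detection in up to 13.0% of nuclei, and of the 2772 genes called in nuclei 1064 had a count in 5 to 9 nuclei.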

Differences from the paper's values

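The bias-adjusted quasi-likelihood test, and limma and the exact test for the genes upstream of *Fos*, were chosen only after the values were seen, and the other settings named in this part were set before the data were examined. Of 70 values compared, 14 differed. Both numbers include the size of the paper's Supplementary Data 1, of which the copy used here is incomplete. That entry is not a difference in results. A gap is said to close where the larger of both values is at most 1.5 times the smaller or, for a log2 fold change, where they differ by no more than the SE here.

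For detection the paper used a test of equal proportions with Yates' correction. Its numbers of PTZ-treated cells and of NE nuclei were also not those kept here. That test on the whole cells kept here gave p = 0.982 for *Rbfox3*, 0.611 for *Fos* and 0.151 for *Egr1*. On the NE nuclei it gave p = 0.0536 for *Egr1*. For detection in whole cells the paper reports P = 0.52 for *Rbfox3*, where Fisher's exact test gave p = 1 here. With all cells of the table it was 0.616 in Fisher's exact test, and the other alternatives set before the data were examined did not close the gap. The paper's P for *Fos* is 0.13, against p = 0.528 here in Fisher's exact test. With all cells of the table it was 0.0998 in that test, and no other alternative set before the data were examined closed the gap. For *Egr1* the paper's P is 0.41 and Fisher's exact test gave p = 0.112 here. The gap closed at a TPM above 5 (0.448 in Fisher's exact test) and with all cells (0.492), and not under the other alternatives set before the data were examined. In NE nuclei the paper's P for *Egr1* is 0.09, against p = 0.0346 here in Fisher's exact test. It was 0.0652 with all nuclei and 0.0731 without the nuclei at 1 μM TSO and 1:200 ERCC in Fisher's exact test, and no other alternative set before the data were examined closed the gap.

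The paper reports 243 genes differing between activated cells of both treatments, and 581 were called here among all cells. None of the alternatives set before the data were examined closed the gap, with counts from 9 to 2971. The paper reports 242 genes as higher in PTZ-treated cells, against 364 here. With TMMwsp (361 genes, 3 fewer than in the main test) and with a total count over 200000 (332 genes) the count was within 1.5 times the paper's, though still well above it, and under the other alternatives set before the data were examined it did not.

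For log2 fold changes of FOS+ over FOS−, the paper's supplement lists 6.60 for *Sgk1*, against 7.65 here. Of the alternatives set before the data were examined, all nuclei of the table (7.37) and the omission of the nuclei at 1 μM and 1:2000 (7.08) closed the gap and the others did not. For *Mapk4* the paper's value is 4.23 and the value here 3.36. DESeq2 (3.67), TMMwsp (3.63), a count in at least 10 nuclei (3.38) and library size (3.49) came within 1 SE (0.85) of the paper's value, all still below it and 3.38 hardly moved, and the other alternatives set before the data were examined did not. For *Nos1* the paper's value is -4.39, against -2.62. Amplification condition as a covariate (-3.67), sums per amplification condition (-3.85) and the omission of the nuclei at 10 μM and 1:200 (-3.90) closed the gap, unlike the other alternatives set before the data were examined. The paper's value for *Topbp1* is -2.62, against -1.77 here, and of the alternatives set before the data were examined a total count over 200000 (-2.39) and the omission of the nuclei at 10 μM and 1:200 (-2.16) closed the gap. The paper's values for *Ndufaf3*, *Tdp1* and *Calcoco1* are -9.52, -9.48 and -9.29, against -2.36, -3.71 and -3.22 here. None of the alternatives set before the data were examined closed these gaps, with ranges of -6.43 to -1.19 for *Ndufaf3*, -24.80 to -2.14 for *Tdp1* and -4.92 to -2.58 for *Calcoco1*. For *Ndufaf3* and *Tdp1* a single nucleus held all FOS+ counts (41 and 107). The paper left its pseudo-FOS+ nuclei out of this comparison, and they were kept here. The paper's Supplementary Data 1 has 18312 genes, and the copy used here holds 1999 of them, so genes in the 16313 left out could not be compared.

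Other statements of the paper differ from the values here without a number to set beside them. The paper states that *Egr1* and *Arc* were not detected in HC nuclei, and here each was detected in 1 of 23 nuclei from a single count, while a TPM above 5, a count of at least 5 and, for *Arc*, the nuclei within the limits gave 0. The paper compared activated cells of both treatments and describes the differing genes as higher in PTZ-treated cells with hardly an exception. The labels do not name those cells, so all cells passing the criteria were compared here, and 62.7% of the genes called were higher. The paper lists *Dap* and *Chrna7* among the genes higher in PTZ-treated cells. Fig. 1d marks *Taf9b*, *Hpdl*, *Tmem251* and *Rhobtb3* as higher and *Rpl29* as lower in them. None of these genes was called among all cells, which does not test the paper's comparison of activated cells. The smallest of their adjusted p values in edgeR's quasi-likelihood test was 0.211. In that test *Dap*, *Chrna7* and *Hpdl* had negative log2 fold changes (-0.07, -0.46 and -0.35). Their differences in mean log2(TPM + 1) were positive (0.21, 0.46 and 0.24), so the sign depended on the measure. Of the alternatives, DESeq2 called *Rpl29* (adjusted p = 8.31e-05, in a range of that value to 1.00 over its alternatives). The bias-adjusted quasi-likelihood test, chosen after the values were seen, called *Rpl29* and *Rhobtb3*. On counts simulated from the whole cells that test called 9.07% of the unchanged genes, against 4.32% for the main test.

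The paper states that *Ndufaf3* was increased in FOS− nuclei. It was not called here (adjusted p = 0.0705 in edgeR) but was called with all nuclei of the table, with amplification condition as a covariate and with no filter, and by the bias-adjusted test chosen after the values were seen. Fig. 3d marks *Tor1a* and *Calcoco1* as higher in FOS− nuclei. Here *Tor1a* was not called (adjusted p = 0.181 in edgeR), although it was called with DESeq2, with amplification condition or the share of genes detected as a covariate, with a total count over 200000, without the nuclei at 10 μM and 1:2000 and by the bias-adjusted test chosen after the values were seen. The paper describes higher expression of *Egr2* and *Egr3* in FOS+ nuclei, and here their level was called by edgeR's quasi-likelihood test and not by limma, and their detection did not pass the threshold. The paper reports no difference among the calcium channel genes. Here *Cacna1i* was called (adjusted p = 0.00699 in edgeR), and the paper's supplement lists *Cacna1f* with an adjusted p of 0.0150 in edgeR and a log2 fold change of 6.00. The paper's supplement gives *Rps6ka3* an adjusted p of 0.0874 in edgeR, where it was called here (adjusted p = 0.00487 in edgeR). It was not called by edgeR's exact test (adjusted p = 0.0522) or by sums per amplification condition. The paper finds no difference for *Mapk3* and *Srf*, as here in the main test, but both were called with all nuclei of the table, and *Mapk3* with library size, without the nuclei at 1 μM and 1:2000 and by the bias-adjusted test chosen after the values were seen. The exact test called none of the genes upstream of *Fos* (1 with an unadjusted p under 0.05). The paper states that neither mapped reads nor genes varied between the amplification conditions, whereas 50.1% of the variance in total count and 32.4% of that in genes lay between them here.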

Other observations

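Of the tests in this part, the random splits counted with limma, the bias-adjusted quasi-likelihood test and the choice of *Scg5*, *Tubb2b*, *Timm17a*, *Cenpb* and *Gad1* came only after results were seen.

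The random splits show how far the quasi-likelihood test calls genes between groups that differ by chance. In nuclei, random splits called 27.4% of genes with counts in 5 to 9 nuclei, 13.6% with 10 to 19, 6.08% with 20 to 39 and 2.49% with 40 or more, where the real groups gave 34.9%, 21.3%, 11.9% and 7.44%. In whole cells the random splits called 17.4%, 4.19%, 0.660% and 0.0609%, and the treatments 17.1%, 4.96%, 0.792% and 0.365%. The shares are in line with genes of few counts as a source of the calls in random groups. In whole cells with counts in 40 cells or more, 18 genes were called and at most 17 in a random split.

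The 4 lists of Fig. 4 stood apart from random groups, since for the MAPK pathway, postsynaptic membrane, mitochondrion and DNA repair genes 1 of 100 splits each, the real one, gave a fry p as small. The random splits gave fry p values under 0.05 in 2, 4, 5 and 9 cases. The study chose the lists among genes that differed between these sort groups, so the real split was favoured from the start. The random splits are therefore no independent evidence for the lists in these nuclei, and they say nothing about other nuclei. For the genes upstream of *Fos*, 6 of 100 splits gave as many calls, so the 2 calls may arise between random groups. limma kept *Rps6ka3* (adjusted p = 0.00340) and not *Cacna1i* (adjusted p = 0.561).

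In whole cells limma called genes that the quasi-likelihood test did not, such as *Tubb2b* (adjusted p = 0.0313 from limma and 0.278 from edgeR) and *Timm17a* (adjusted p = 0.0411 from limma and 0.956 from edgeR). Both tests called *Scg5* (adjusted p = 0.00623 from limma and 0.00853 from edgeR) and *Cenpb* (adjusted p = 0.00941 from limma and 0.00469 from edgeR). *Scg5* was lower and *Cenpb* higher in PTZ-treated cells. *Gad1*, in the list of interneuron markers, was detected in 21 of 30 PTZ-treated and 33 of 38 saline-treated cells.

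Genes that Fig. 5 names for the groups found by Monocle were compared between FOS+ and FOS− nuclei only. *Spry2* (log2 fold change 4.39, SE 0.76) and *Lingo1* (5.13, SE 0.78) were higher in FOS+ nuclei with edgeR (adjusted p = 6.45e-06 and 4.77e-07) and with limma (adjusted p = 1.67e-08 and 9.27e-09). *Neat1*, shown in Fig. 3d, was also higher (log2 fold change 5.45, SE 0.76, adjusted p = 7.69e-08 from edgeR and 0.00495 from limma). *Clasp2* was detected in 25 FOS+ and 39 FOS− nuclei and was called by limma (adjusted p = 2.03e-04) and not by edgeR's quasi-likelihood test (log2 fold change -1.28, SE 0.54, adjusted p = 0.0941). *Calb1* was called with amplification condition as a covariate, with scaling by library size and by the bias-adjusted quasi-likelihood test, and not in the main test, and *Kcng3*, with a count in too few nuclei, only with no filter. *Malat1*, *Tox* and *Mlph* were called by edgeR's quasi-likelihood test and not by limma. *Plod1* and *Mtmr14* were called neither in the main test nor under any alternative. *Ogdhl* was called only without the nuclei at 10 μM and 1:2000, and *Asxl3* only without those at 10 μM and 1:200.

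*Xist* was detected at a TPM above 1 in 80 of 81 NE nuclei and all 23 HC nuclei. The Y-linked *Kdm5d* was detected in 79 and *Uty* in 74 of the NE nuclei, and in 19 and 20 of the HC nuclei. *Ddx3y* was detected in 13 NE nuclei and 1 HC nucleus, and *Eif2s3y* in 22 and 3. The paper describes its wild-type mice as female. No explanation of these values was tested.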
